# Developmental Gene Expression Profiling along the Tonotopic Axis of the Mouse Cochlea

**DOI:** 10.1371/journal.pone.0040735

**Published:** 2012-07-12

**Authors:** Eun Jin Son, Ling Wu, Heejei Yoon, Sunhee Kim, Jae Young Choi, Jinwoong Bok

## Abstract

The mammalian cochlear duct is tonotopically organized such that the basal cochlea is tuned to high frequency sounds and the apical cochlea to low frequency sounds. In an effort to understand how this tonotopic organization is established, we searched for genes that are differentially expressed along the tonotopic axis during neonatal development. Cochlear tissues dissected from P0 and P8 mice were divided into three equal pieces, representing the base, middle and apex, and gene expression profiles were determined using the microarray technique. The gene expression profiles were grouped according to changes in expression levels along the tonotopic axis as well as changes during neonatal development. The classified groups were further analyzed by functional annotation clustering analysis to determine whether genes associated with specific biological function or processes are particularly enriched in each group. These analyses identified several candidate genes that may be involved in cochlear development and acquisition of tonotopy. We examined the expression domains for a few candidate genes in the developing mouse cochlea. *Tnc* (*tenacin C)* and *Nov (nephroblastoma overexpressed gene)* are expressed in the basilar membrane, with increased expression toward the apex, which may contribute to graded changes in the structure of the basilar membrane along the tonotopic axis. In addition, *Fst* (*Follistatin)*, an antagonist of TGF-β/BMP signaling, is expressed in the lesser epithelial ridge and at gradually higher levels towards the apex. The graded expression pattern of *Fst* is established at the time of cochlear specification and maintained throughout embryonic and postnatal development, suggesting its possible role in the organization of tonotopy. Our data will provide a good resource for investigating the developmental mechanisms of the mammalian cochlea including the acquisition of tonotopy.

## Introduction

The ability of the mammalian cochlea to respond to sounds of different frequencies is attributable to numerous specializations along the longitudinal (tonotopic) axis of the cochlea [1], [2]. Hair cells in the organ of Corti are the mechanosensory receptors that exhibit different sensitivities to specific frequencies depending on their position along the cochlear duct. Their morphological and mechanoelectrical properties gradually differ along the tonotopic axis, which appears to be critical for the frequency tuning [2]. Spiral ganglion neurons, which relay sound information from the hair cells in the form of electrical impulses to the brain, also display different morphological and electrophysiological characteristics along the length of the cochlea [1], [3]. Differences in synaptic structure, function, and number along the tonotopic axis have also been reported [4]. Besides the sensory receptors and neurons, nonsensory structures such as the basilar membrane and tectorial membrane also exhibit graded changes in composition and mechanical features. In fact, the basilar membrane, which vibrates in response to sound, has been considered as a primary determinant that stimulates the hair cells at a specific position with respect to a specific frequency [5]. The tectorial membrane, a viscoelastic structure that covers the stereociliary bundles of hair cells, has also been suggested to play a crucial role in facilitating tonotopic discrimination [6]. Despite numerous structural and cellular specializations in the cochlea that are thought to contribute to tonotopy, the molecular mechanisms that establish these graded specializations during development remain largely unknown.

Several studies have shown that genes and their isoforms are differentially expressed along the base and apex of the cochlea in both mammals and birds. Recently, the microarray technique has been utilized to obtain more comprehensive gene expression profiles along the tonotopic axis of the cochlea [7]–[9]. Sato and colleagues identified genes that are differentially expressed between basal and apical halves of the cochlea in adult mice [7]. In addition, several microarray analyses have compared gene expression levels along the tonotopic axis of the basilar papilla, the avian auditory organ, at hatching or 2-week-old chickens [8], [9]. These gene expression profiles will aid in understanding the tonotopic characteristics of the mature cochlea. However, since these analyses were performed after onset of hearing and the cochlea is thought to be mature already, they may not provide insight into how tonotopy is established.

In mice, the cochlea continues to develop after birth. The hair cells in the organ of Corti undergo dramatic architectural remodeling and achieve mechanosensitivity during the first week of postnatal development [10]–[12]. Also, the stereociliary bundles on the apical surface of the outer hair cells attain mature height and shape, leading to the characteristic organization of a stair-case pattern [10], [12]. The apical surface of the outer hair cells changes progressively from a rounded-hexagon to a non-convex circumference that correlates with the V-shape of their overlying stereociliary bundles [11]. These morphological changes are closely associated with redistribution of cytoskeletal proteins and spatiotemporal expression patterns of genes involved in mechanotransduction, which leads to maturation of the mechanosensitivity of the hair cells [10], [12], [13]. Moreover, the supporting cells in the organ of Corti also undergo major morphological and physiological changes during this period [14]. In particular, progenitor-associated genes such as Notch effectors are downregulated in supporting cells during postnatal development [15], [16]. The loss of Notch signaling may account for diminishment of stem cell features and lack of regeneration potential in the adult mouse cochlea [17], [18]. In contrast, genes associated with supporting cell maturation and function such as the intermediate filament glial fibrillary acidic protein (GFAP) and the glutamate transporter GLAST are upregulated during neonatal development [19], [20].

Interestingly, the morphological and functional maturation progresses gradually from the base of the cochlea toward the apex [10]–[12], [21]. Such changes precede the onset of auditory function, which suggests that the postnatal development may be crucial to achieving the tonotopic characteristics in the mammalian cochlea. Thus, we obtained comprehensive gene expression profiles along the tonotopic axis at postnatal day (P) 0 and P8, and compared expression profiles along the tonotopic axis (base, mid, apex) as well as between the neonatal stages (P0, P8). Our data should provide a platform for future investigations into the developmental mechanisms of the mammalian cochlea.

## Results and Discussion

### Hair Cell Maturation Along the Tonotopic Axis during Neonatal Cochlear Development

It has been shown that hair cells in the mouse cochlea continue to differentiate after birth [10]–[12]. They acquire mature morphological and mechanoelectrical characteristics during the first postnatal week and hair cell differentiation progresses from the base of the cochlea towards the apex. We examined the maturation process of the hair cells during early postnatal stages in mice (Fig. 1). At P0, the basal half of the cochlea was organized into one row of inner and three rows of outer hair cells with distinct stereociliary hair bundles, while the apical region of the cochlea exhibited multiple rows of unorganized immature hair cells (Fig. 1A), At P4, the entire organ of Corti was in an orderly array with stereocilia of all outer hair cells displaying the characteristic V-shaped (Fig. 1A). The angle of the V-shaped hair bundles was wider at the base and smaller towards the apical cochlea (Fig. 1A). This gradual change in bundle angle is clearly shown in the graph plotted as a function of relative distance from the basal end (Fig. 1B&C). At P8, the morphologies of the hair bundles were almost identical with those of P4, but the angles were generally slightly wider and comparable to those of P21 (Fig. 1C). These results showed that hair cells in the developing cochlea gradually mature in a base-to-apex gradient, and the tonotopic variations along the cochlear duct become evident during neonatal development.

**Figure 1:**
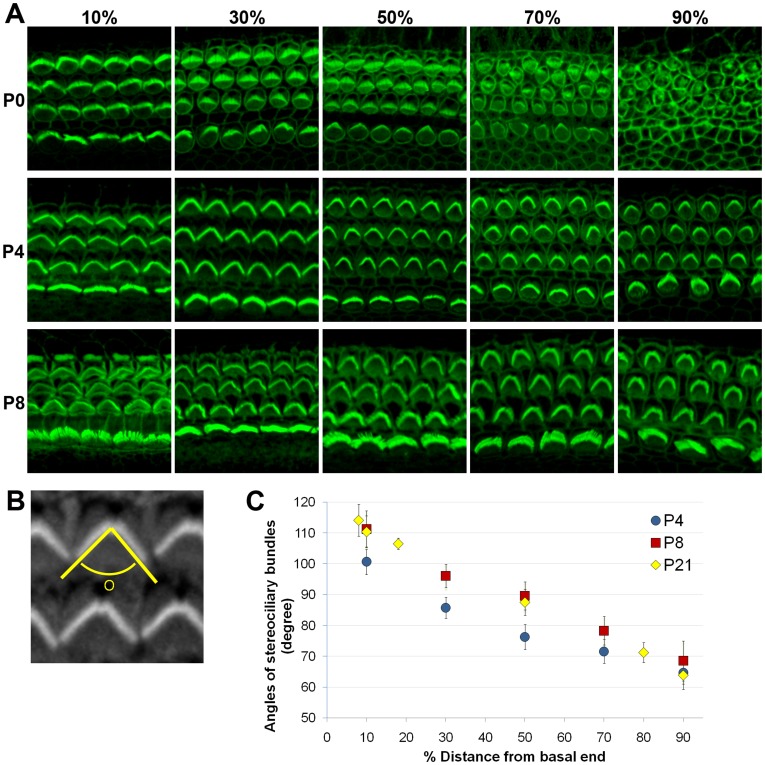
Maturation of hair cells during neonatal cochlear development. (A) Stereociliary bundles of the mouse cochlea were visualized by staining with Phalloidin at P0, P4 and P8. Pictures were taken from 10%, 30%, 50%, 70% and 90% positions from the basal end of the cochlear duct. (B) Angles of V-shaped hair bundles were measured by drawing two lines along the medial side of the bundles using the Image J program. (C) Angles of the hair bundles are plotted as a function of relative distance from the basal end of the cochlea at P4, P8, and P21.

### Gene Expression Profiling Along the Tonotopic Axis during Neonatal Development

Our results and others suggest that neonatal development is crucial for maturation and acquisition of the tonotopic characteristics in the mouse cochlea (Fig. 1) [10], [11]. Genes that play important roles in these processes may be differentially expressed along the cochlear duct during neonatal stages. In order to obtain comprehensive gene expression profiles along the tonotopic axis of the mouse cochlea, we utilized the microarray technique. Approximately eighty temporal bones were dissected from P0 and P8 mouse pups and cochlear tissues containing the organ of Corti and lateral wall were collected. The cochlear tissues were divided into three equal pieces representing the base, middle and apex, and pooled separately (P0-base, P0-middle, P0-apex, P8-base, P8-middle, P8-apex). The same dissection procedure was repeated to obtain a second independent set of pooled cochlear samples from P0 and P8 mice. RNAs were purified from the two biological replicates and were independently subjected to microarray analyses.

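The 12 arrays were Affymetrix Mouse Gene 1.0 ST arrays, 1 for each pool of RNA: base, middle and apex at P0 and at P8, in a first and a second dissection set, so that each of the 6 groups held 2 arrays. The base, middle and apex of 1 age and set came from the same pool of about 80 temporal bones. The authors made the signals with robust multiarray averaging (RMA), which corrects for background, normalizes between arrays and combines the probes of a gene, and the values used here are its log2 signals. The median log2 signal of the tested genes ran from 8.02 to 8.19 over the 12 arrays. Of 35556 entries of the array, 21789 carried 1 gene symbol, 1621 carried several and 12146 carried none. The 16307 genes with 1 symbol and a mean log2 signal above 6 in at least 1 group were tested, a gene with several entries by the one with the highest mean. A limma fit with the 6 group means compared the apex with the base at each age, P8 with P0 over the 3 regions and within the base and the apex, and the apex-base difference at P8 with that at P0. A gene passed the test at a Benjamini-Hochberg adjusted p under 0.05 with a fold of at least 1.5, or of at least 2 for P8 against P0 over the 3 regions, while the change of the apex-base difference had no fold threshold. Below, a difference is on the log2 scale and is followed by the standard error (SE) of this fit. It has n = 2 arrays per group, or n = 6 arrays per age for P8 against P0. The 6 arrays of an age are pieces of 2 pools. The fit takes them as independent, although their deviations from the group means were correlated. For apex against base, the SE therefore includes the offset between dissection sets, which base and apex of 1 pool share. The SD between the 2 arrays of a group had a median of 0.209 over the tested genes. The arrays of 1 dissection set shared much of their deviation from the group means, with correlations across genes from 0.544 to 0.916 over 15 pairs of groups. The first principal component held 42.5% of the variance and separated the ages, and the second held 36.4% and separated the dissection sets. Across genes, which are not independent replicates, the P8-P0 differences of the first and the second set correlated with r = 0.761. A second limma fit, set before the data were examined, took the dissection set as a replicate block. The adjusted p of that fit is given where it changes a call. For 42 gene lists, fixed before the data were examined, limma's camera tested whether the members lay higher or lower than the other genes, first with a preset correlation between members of 0.01 and then with an estimated correlation, and the p was adjusted over the lists. The number of arrays limits the precision of every value.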

The microarray data were analyzed to identify differentially expressed genes along the tonotopic axis at each stage (P0 or P8) by comparing the average expression levels of individual genes. Genes showing at least a 1.5-fold difference (*p*<0.05) between the base and the apex were considered to be differentially expressed. 

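At P0, 1 gene passed this test between the apex and the base, and none was higher in the base. This gene, Fst, encodes follistatin, a secreted antagonist of activins and BMPs, and was higher in the apex by 1.70 ± 0.16 (SE, n = 2 arrays per group, adjusted p = 0.0349 from limma). At P8, 29 genes were higher in the apex and 3 in the base. The apical genes included Isl1, a LIM homeodomain transcription factor, at 1.77 ± 0.18 (adjusted p = 0.0143), Otogl, which encodes an otogelin-like glycoprotein, at 1.67 ± 0.19 (adjusted p = 0.0198), Chrna3, a nicotinic acetylcholine receptor subunit, at 1.71 ± 0.23 (adjusted p = 0.0351), and Qrfprl, a G protein-coupled receptor, at 1.80 ± 0.24 (adjusted p = 0.0351). The 3 basal genes were Hoxa2, a homeobox transcription factor, at −1.82 ± 0.27 (adjusted p = 0.0490, a lower bound with the apex mean under the log2 level of 6), Ptgfr, the prostaglandin F receptor, at −1.08 ± 0.15 (adjusted p = 0.0353), and Prss35, a serine protease, at −1.03 ± 0.14 (adjusted p = 0.0353). At an unadjusted p under 0.05 with the same fold, 97 genes were higher in the apex and 91 in the base at P0, and 198 and 120 at P8. With the dissection set as a replicate block, 66 genes were higher in the apex and 44 in the base at P0, and 185 and 72 at P8. With the pool of each age as the block, the counts were 119 and 112 at P0 and 252 and 206 at P8. Each gene past any of these adjusted tests differed the same way in both dissection sets. This is not independent evidence, since the genes were chosen on the same arrays. Leaving out any 1 of the 12 arrays left 0 genes past the test without a block at P0 and 1 to 17 at P8, and none of Chrna3, Qrfprl, Hoxa2 and Prss35 passed it then. Ptgfr passed in 2 of these 12 fits (adjusted p up to 0.403), and Isl1 and Otogl in 8 each, not without the P8 base or P8 apex array of either set (adjusted p up to 0.185 and 0.259). With the replicate block, P0 counted 16 genes without the P0 apex array of the first set, which stood out in skeletal muscle genes, 14 without the P0 base array of that set and 39 without its P8 base array, and P8 counted 72 without the P8 base array, all of them settings chosen after seeing the data. 

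**Figure D1:**
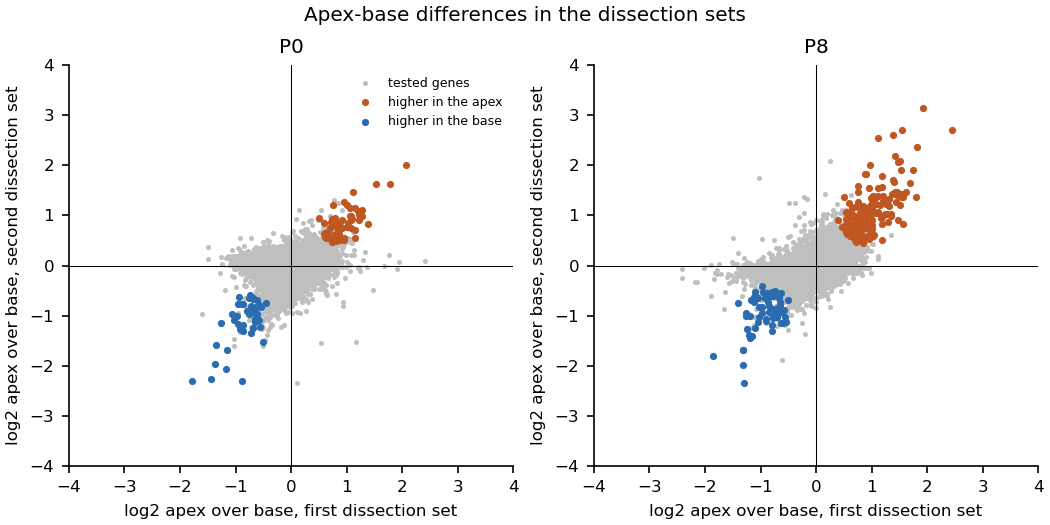
Log2 difference of apex over base in the first dissection set (x axis) against that in the second (y axis) for each tested gene at P0 and at P8, with genes past the test of the replicate block coloured orange where higher in the apex and blue where higher in the base. The differences of the sets follow each other more closely at P8 than at P0, with correlations across genes of 0.515 and 0.239.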

Interestingly, for most of the genes that were differentially expressed between the base and the apex, expression levels were gradually changed along the cochlear duct, exhibiting either an increasing or decreasing gradient towards the apex. 

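Isl1 had a mean log2 signal at P8 of 8.08 ± 0.26 in the base, 9.09 ± 0.04 in the middle and 9.85 ± 0.16 in the apex (SD, n = 2 arrays). Hoxa2 went the other way, with 7.47 ± 0.56 in the base, 5.94 ± 0.10 in the middle and 5.65 ± 0.17 in the apex (SD, n = 2), the last 2 under the log2 level of 6, so that its difference from the base is a lower bound and no step from middle to apex is read. In Ptgfr the signal at P8 was 7.58 ± 0.05 in the base, 6.80 ± 0.26 in the middle and 6.50 ± 0.10 in the apex (SD, n = 2). Of the 32 genes past the test at P8, 31 had their mean in the middle piece between those of base and apex. This is 96.9% with a 95% Clopper-Pearson interval of 83.8% to 99.9%. Hoxa2 is counted among the 31 by its means, although its order of middle and apex is not read. Fst, the 1 gene past the test at P0, also had its middle value between. Among the genes past the test with the replicate block, the middle lay between in 107 of 110 genes at P0 and in 249 of 257 at P8. Over all 16307 tested genes, which were not chosen by their ends, the share was 50.5% at P0 and 44.9% at P8. Where genes were taken by a fold of 1.5 in 1 dissection set and measured in the other, the middle lay between in 46.9% and 61.9% of genes at P0, and in 69.0% and 69.8% at P8, for genes taken in the first and in the second set. Of these genes, 54.8% and 90.2% at P0 and 86.2% and 94.1% at P8 kept their direction between base and apex.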

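Chrna3, the nicotinic acetylcholine receptor subunit, was the 1 gene of 32 past the test at P8 with its highest mean in the middle piece, at 8.38 ± 0.26 (log2 signal, SD, n = 2 arrays) against 8.14 ± 0.48 in the apex and 6.42 ± 0.22 in the base. This is 3.12% of these genes, with a 95% Clopper-Pearson interval of 0.0791% to 16.2%, and no gene past the test had its lowest value there. With any 1 of the 12 arrays left out, Chrna3 was not past the test, and the middle then lay between base and apex in each gene that was. With the replicate block, 3 of 110 genes at P0, or 2.73%, and 5 of 257 at P8, or 1.95%, were highest in the middle. The genes at P0 were Lbp, Spink5 and Wee2, and those at P8 were Chrna3, Dmgdh, Lmo3, Lrrc55 and Six2, named after their values were seen. For Six2, a homeobox transcription factor, the middle and the apex differed by less than the SD between arrays (9.37 ± 0.04 and 9.37 ± 0.15, SD, n = 2). For Dmgdh, a mitochondrial enzyme of choline breakdown, the means were 8.90 ± 0.27 and 8.56 ± 0.01 (SD, n = 2). At P8, 3 genes with the replicate block, Cyp2e1, Gm9866 and Nox3 (named after their values were seen), had their lowest mean in the middle, but in Cyp2e1 and Nox3 the middle and 1 end were under the log2 level of 6, so that no order between those is read.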

Only a small fraction among the differentially expressed genes (<3%) showed peak expression in the middle cochlear region.

Table 1 shows the top fifty genes that showed higher expression in the base or apex at P0 or P8, ranked by the average fold differences (a complete list of the differentially expressed genes can found in Table S1). The lists contain many genes previously associated with inner ear development or function. For example, *Tectb, Isl1, Foxg1, Ush2a, Pcdh15,* and *Atoh1* showed higher expression in the apex at P0, while *Gjb6, Cldn11,* and *Otoa* showed higher expression in the base at P0. 

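At P0 the apex exceeded the base in the signal of Tectb, which encodes β-tectorin of the tectorial membrane, by 1.14 ± 0.22 on the log2 scale (SE, n = 2 arrays per group, adjusted p = 0.333 from limma, 0.00761 with the replicate block). Isl1 was higher in the apex by 1.02 ± 0.18 (adjusted p = 0.296, 0.0138 with the replicate block), and Pcdh15, a cadherin of the hair bundle, by 1.11 ± 0.27 (adjusted p = 0.615, 0.00291 with the replicate block). The value of Atoh1, the transcription factor needed to form hair cells, was 0.73 ± 0.16 (adjusted p = 0.433, 0.0467 with the replicate block). Higher in the base were Gjb6, which encodes connexin 30, at −1.09 ± 0.20 (adjusted p = 0.333, 0.0295 with the replicate block), and Cldn11, a tight junction protein of strial basal cells, at −0.85 ± 0.31 (adjusted p = 1.00, 0.0112 with the replicate block). Otoa, which encodes otoancorin, stood at −0.62 ± 0.16 and passed neither test (adjusted p = 0.707, 0.0530 with the replicate block). Each of these 7 genes differed in the named direction in both dissection sets, though the paper chose them on these arrays. Of 10 measured genes of tectorial membrane and acellular gel glycoproteins, 8 were higher in the apex, with a median of 0.32 (first set 0.31, second set 0.33), and none passed over all tested genes (3 higher with the replicate block), while 3 were higher and 1 lower adjusted over the list alone. The list lay above other genes (adjusted p = 2.73e-05 from limma's camera), a call not kept at adjusted p = 0.103 with an estimated correlation. Of 28 supporting cell and prosensory genes, 22 were higher in the apex (median 0.20, adjusted p = 0.00133 from camera), with 2 higher and 1 lower past the replicate block and 3 higher and 1 lower adjusted over the list alone. Of 18 Notch pathway genes 16 were higher (median 0.17, adjusted p = 0.0345 from camera), with 1 higher adjusted over the list alone, and with an estimated correlation the adjusted p = 0.293 for the supporting cell list and 0.186 for the Notch list. Without P0 base of the first set or P0 apex of the second neither of these lists passed (highest adjusted p = 0.190 and 0.180), and the Notch list also did not pass without P0 apex of the first set or P0 base of the second. The median of the supporting cell list was 0.02, 0.33, 0.37 and 0.08 without P0 base and P0 apex of the first set and P0 base and P0 apex of the second set, in that order, and that of the Notch list 0.04 without P0 base of the first set. The medians of the hair cell list and the hair bundle list were 0.01 and −0.01 at P0 (adjusted p = 0.798 and 0.510 from camera), with 1 of 25 and 3 of 23 genes higher adjusted over the list alone. In the same comparison the 19 skeletal muscle genes had a median of 0.36 (first set 0.56, second set 0.06, adjusted p = 0.00141 from camera, adjusted p = 0.293 with an estimated correlation), and medians of −0.08, 0.15 and 0.54 without P0 apex of the first set and P0 base and P0 apex of the second set, in that order. The call was not kept without the first or the second of these arrays.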

At P8, genes showing higher expression in the apex included *Tecta, Tectb, Tnc, Fgf10, Smpx, Slitrk6,* and *Otog,* while genes showing higher expression in the base included *Crym* and *Otos*. In addition, the lists contain many other genes that have not been previously associated with inner ear or hearing function.

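Tecta, which encodes α-tectorin, had the largest difference of the genes past the test at P8, 2.57 ± 0.15 higher in the apex (log2, SE, n = 2 arrays per group, adjusted p = 7.68e-04 from limma), and it passed without each single array in turn. Slitrk6, a neuronal membrane protein, was higher by 1.44 ± 0.17 (adjusted p = 0.0206, at most 0.259 without 1 array), a call not kept without the P0 middle, P8 base or P8 apex array of either set. Tnc, the matrix glycoprotein tenascin C, was 2.53 ± 0.44 higher (adjusted p = 0.0965, 5.69e-04 with the replicate block), Fgf10 1.83 ± 0.36 (adjusted p = 0.168, 0.00551 with the replicate block) and Smpx, a deafness gene, 1.54 ± 0.32 (adjusted p = 0.185, 0.00232 with the replicate block). In the base, Crym, a protein that binds thyroid hormone, was higher, at −1.11 ± 0.26 (adjusted p = 0.290, 0.0123 with the replicate block), and Otos, which encodes otospiralin, stood at −0.94 ± 0.38 without passing either test (adjusted p = 1.00, 0.0795 with the replicate block). These 7 genes differed in the named direction in both dissection sets, though the paper chose them on these arrays. All 25 measured genes of the hair cell list were higher in the apex at P8, with a median of 0.40 (first set 0.32, second set 0.45). Of these, 1 passed over all tested genes, 5 with the replicate block and 6 adjusted over the list alone. Rbm24, an RNA-binding protein, was the 1 past the test, at 1.39 ± 0.11 (adjusted p = 0.00389, not kept without the P8 base or P8 apex array of either set), and Slc26a5, the outer hair cell motor protein prestin, stood at 1.24 ± 0.21 (adjusted p = 0.0900, 0.00613 with the replicate block). Of 23 hair bundle and Usher genes 21 were higher (median 0.41), 1 past the test, 5 with the replicate block and 4 adjusted over the list alone, among them Xirp2 at 1.19 ± 0.24 (adjusted p = 0.168, 0.0166 with the replicate block), a lower bound with the base mean under the log2 level of 6. Both lists lay above other genes (adjusted p = 1.09e-20 and 6.89e-13 from limma's camera), also with an estimated correlation (adjusted p = 0.00959 and 0.0293). Of 28 supporting cell and prosensory genes 23 were higher (median 0.25), 2 past the test, 6 with the replicate block and 6 adjusted over the list alone, among them the Notch ligand gene Jag1 at 1.21 ± 0.14 (adjusted p = 0.0198, at most 0.259 without 1 array and not kept without the same arrays as for Slitrk6) and the transcription factor gene Prox1 at 1.12 ± 0.17 (adjusted p = 0.0537, 0.00491 with the replicate block). That list had adjusted p = 6.87e-10 from camera and adjusted p = 0.0804 with an estimated correlation, and its median was 0.14, 0.47, 0.38 and 0.15 without P8 base and P8 apex of the first set and P8 base and P8 apex of the second set, in that order. On the basal side, all 12 measured bone and osteoblast genes were lower in the apex, with a median of −0.75 (first set −0.52, second set −0.96). Of these, 0 passed over all tested genes, 3 with the replicate block and 3 adjusted over the list alone, and the list kept its call with an estimated correlation (adjusted p = 1.44e-10 from camera, 0.00989 with an estimated correlation). 

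**Figure D2:**
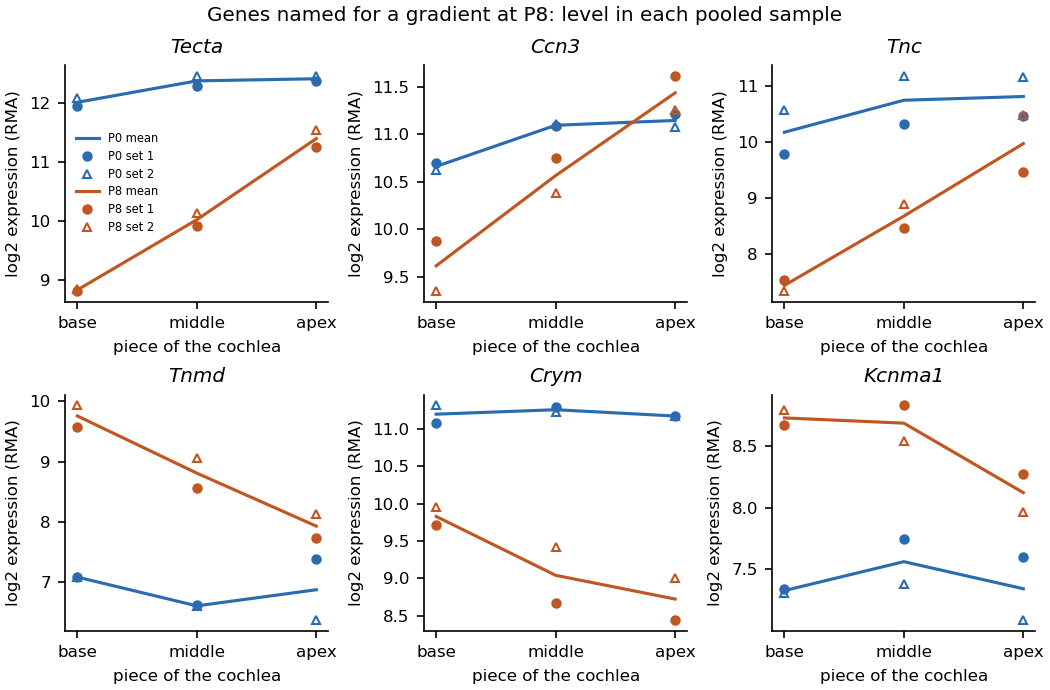
Log2 RMA signal of Tecta, Nov (Ccn3), Tnc, Tnmd, Crym and Kcnma1 in the base, middle and apex at P0 and P8, with filled circles for the first dissection set, open triangles for the second and a line through the mean. Tecta at P8 rises from 8.83 in the base to 11.40 in the apex.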

**Table 1:** Genes differentially expressed along between apex and base of the mouse cochlea at P0 or P8.

P0 apex high		P0 base high		P8 apex high		P8 base high	
Gene	Fold diff. apex/base	Gene	Fold diff. apex/base	Gene	Fold diff. apex/base	Gene	Fold diff. apex/base
*Zpld1*	4.11	*Atp6v0a4*	0.24	*Tecta*	5.94	*Tnmd*	0.28
*Fst*	3.26	*Pkhd1l1*	0.28	*Tnc*	5.76	*Hoxa2*	0.28
*Ndst3*	2.97	*Hoxa2*	0.32	*Fst*	4.25	*Ifitm5*	0.35
*Clic6*	2.28	*Fcrlb*	0.33	*Fgf10*	3.55	*A2m*	0.40
*Sema3a*	2.21	*Ucma*	0.33	*Nov*	3.53	*Iyd*	0.41
*Tectb*	2.21	*Cyp3a13*	0.36	*Prkcq*	3.47	*Cntn6*	0.41
*Fam19a4*	2.17	*A2m*	0.37	*Isl1*	3.41	*Tmem27*	0.42
*Pcdh15*	2.16	*Vit*	0.40	*Chrna3*	3.28	*Tmem196*	0.42
*Zmat4*	2.16	*Slco1a4*	0.42	*Zpld1*	2.98	*Rarres1*	0.43
*Galntl6*	2.14	*Pkp1*	0.44	*Glb1l2*	2.93	*Trdn*	0.44
*Rorb*	2.10	*Gjb6*	0.47	*Syt1*	2.91	*Fam19a1*	0.44
*Fndc3c1*	2.07	*Kcna4*	0.47	*Smpx*	2.90	*Fam198b*	0.45
*Isl1*	2.03	*Cntn5*	0.48	*Gsbs*	2.81	*Crym*	0.46
*Tac1*	2.01	*Scg2*	0.48	*Slco5a1*	2.80	*Pi15*	0.47
*Slco5a1*	1.98	*Ppp1r1b*	0.50	*Muc15*	2.75	*Ptgfr*	0.47
*Epha3*	1.92	*Atp6v1c2*	0.51	*Plch1*	2.74	*Fgl2*	0.48
*Pcsk2*	1.85	*Clstn2*	0.51	*Ccdc148*	2.73	*Prss35*	0.49
*Hmga2*	1.82	*Spink5*	0.54	*Slitrk6*	2.72	*Pgf*	0.50
*Lrrc55*	1.80	*Wnk4*	0.54	*Fam40b*	2.70	*Dnase1*	0.50
*Tmem74*	1.80	*Cfh*	0.54	*Rbm24*	2.63	*H19*	0.51
*Trpa1*	1.79	*Rya3*	0.55	*Cybrd1*	2.60	*Rgs4*	0.51
*Tyrp1*	1.78	*Tcfcp2l1*	0.55	*Sox2*	2.56	*Myoc*	0.52
*Abcg5*	1.78	*Cldn11*	0.55	*Adamts19*	2.56	*Otos*	0.52
*P2rx3*	1.77	*Vcam1*	0.56	*Kcna10*	2.53	*Nox3*	0.52
*Pdzrn4*	1.75	*Mal*	0.56	*Itgb6*	2.50	*Ppp1r3c*	0.53
*Muc15*	1.73	*Anxa8*	0.56	*Rassf6*	2.45	*Smpd3*	0.53
*Cdh4*	1.72	*Akr1c14*	0.56	*Cubn*	2.39	*Ctgf*	0.53
*Fat3*	1.71	*Slc38a5*	0.57	*Otog*	2.38	*Agxt2l1*	0.54
*Angpt1*	1.70	*Oprk1*	0.57	*Slitrk3*	2.38	*Ntn1*	0.54
*Ush2a*	1.70	*Itga4*	0.57	*Pla2r1*	2.37	*Ppfia2*	0.54
*Slc39a8*	1.69	*Kcnj16*	0.57	*Slc26a5*	2.36	*Naip1*	0.54
*Dchs2*	1.68	*Adra2a*	0.58	*Epha3*	2.33	*Si*	0.55
*Rasef*	1.68	*Grin2a*	0.58	*Jag1*	2.32	*Gpr83*	0.55
*Csmd3*	1.67	*Lbp*	0.59	*Sfrp2*	2.32	*Slc38a4*	0.55
*Fam60a*	1.67	*Gabra5*	0.60	*Frmd3*	2.30	*Edil3*	0.55
*Foxg1*	1.66	*Car14*	0.60	*Xirp2*	2.29	*Pcolce2*	0.55
*Atoh1*	1.65	*Wee2*	0.62	*Il1rapl2*	2.26	*Kcna4*	0.55
*Robo2*	1.65	*Cited4*	0.63	*Spire2*	2.25	*Sema3d*	0.56
*Unc5c*	1.65	*Ndrg1*	0.63	*Robo2*	2.25	*Scn7a*	0.56
*Chrng*	1.64	*Adm*	0.64	*Tectb*	2.22	*Ly6a*	0.57
*Tmem2*	1.64	*Cntn1*	0.64	*Mybpc1*	2.22	*Matn4*	0.57
*Pls1*	1.64	*Agt*	0.64	*Kcnh8*	2.22	*Dio2*	0.57
*Mageb16*	1.63	*Aldh1l1*	0.64	*Rorb*	2.19	*Mup11*	0.57
*Plch1*	1.62	*Ano5*	0.64	*Pla2g4e*	2.19	*Pth1r*	0.57
*Prox1*	1.62	*Cmtm5*	0.64	*Prox1*	2.17	*Acan*	0.58
*Ar*	1.62	*Ampd3*	0.64	*Hs6st2*	2.14	*Fam180a*	0.58
*Prkg1*	1.61	*Tmem38b*	0.64	*Pcsk2*	2.13	*Mup7*	0.58
*Pappa2*	1.61	*Itgbl1*	0.65	*Tsga14*	2.12	*Ncam2*	0.58
*Scn9a*	1.61	*Otoa*	0.65	*Ush1c*	2.12	*Neto2*	0.58
*Six2*	1.59	*Slc17a7*	0.65	*Ppapdc1a*	2.11	*Atp13a5*	0.59

Lists of genes showing >1.5-fold difference (*p*<0.05) between apex and base at P0 or P8. Shown in the table are fifty genes for each group ranked by the average fold difference Fold difference was determined by comparing expression levels in two biological replicates, each of which were pooled from at least 80 cochlear tissues.

### Classification of Gene Profiles Based on Spatial and Temporal Expression Patterns

We noticed that there were many genes that exhibited similar or different gradients at P0 and P8 (Table 1 and Table S1). For example, *Fst*, *Otog* and *Tectb* showed higher expression in the apex at both P0 and P8, but *Trpa1*, *P2rx3* and *Atoh1* were expressed more in the apex at P0, but no longer differentially expressed along the tonotopic axis at P8. Thus, we further classified the gene profiles according to the spatial (along the tonotopic axis) as well as temporal (between P0 and P8) expression patterns. 

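At P8 Fst was higher in the apex by 2.09 ± 0.16 (log2, SE, n = 2 arrays per group, adjusted p = 0.00323 from limma), a call not kept without the P8 base or P8 apex array of the second set (adjusted p up to 0.0648). Its mean log2 signal at P0 was 8.66 ± 0.13 in the base and 10.36 ± 0.02 in the apex (SD, n = 2). Otog, which encodes otogelin of the tectorial membrane, was 0.58 ± 0.12 higher in the apex at P0 (adjusted p = 0.411, 0.0467 with the replicate block), at a fold just under the threshold of 1.5. Trpa1, a TRP cation channel, was 0.84 ± 0.21 higher at P0 (adjusted p = 0.641, 0.0467 with the replicate block), a lower bound with the base mean under the log2 level of 6. At P8 its mean was under that level in all 3 regions, so that neither a difference at P8 nor its change from P0 is read. For P2rx3, the P2X3 subunit of ATP-gated channels, the differences were 0.82 ± 0.29 at P0 (adjusted p = 1.00, 0.202 with the replicate block) and 0.06 ± 0.29 at P8 (adjusted p = 1.00). Atoh1 stood at 0.28 ± 0.16 at P8 (adjusted p = 1.00). The change of the apex-base difference from P0 to P8 was itself tested in limma, and it was −0.76 ± 0.42 for P2rx3 and −0.45 ± 0.22 for Atoh1 (SE, n = 2 arrays per group). Neither passed (adjusted p = 1.00 and 1.00, and 0.745 and 0.755 with the replicate block). 

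**Figure D3:**
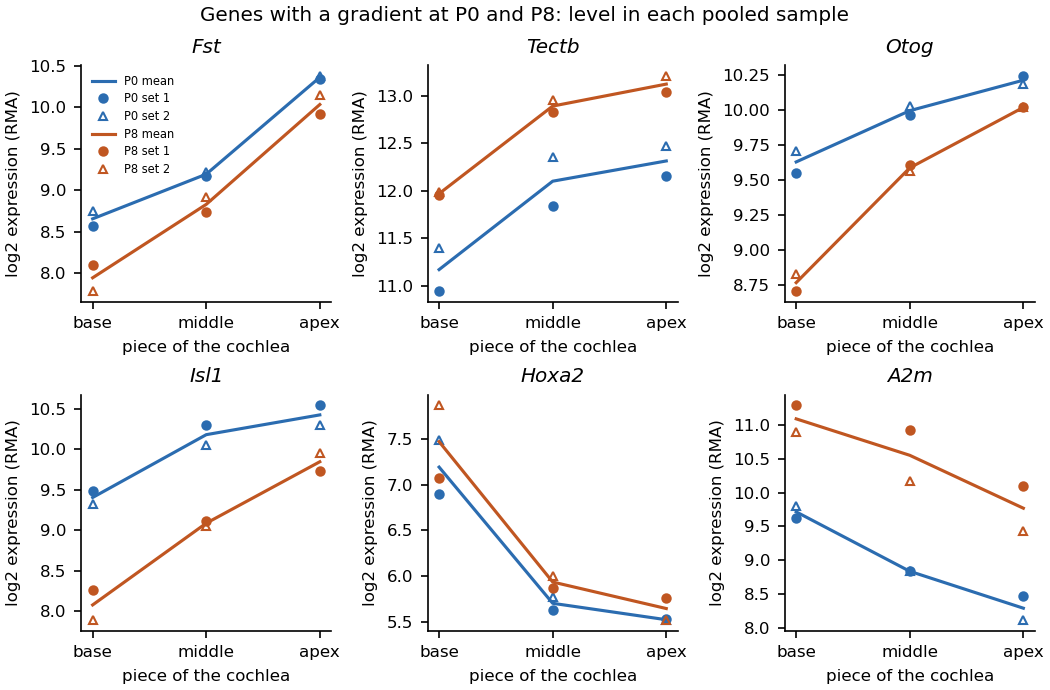
Log2 RMA signal of Fst, Tectb, Otog, Isl1, Hoxa2 and A2m in the base, middle and apex at P0 and P8, with filled circles for the first dissection set, open triangles for the second and a line through the mean. Fst at P8 goes from 7.95 in the base to 10.03 in the apex.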

The entire gene profiles were classified into three groups: 1) genes showing no gradient along the tonotopic axis, 2) genes showing increasing gradient towards the apex and 3) genes showing decreasing gradient towards the apex. Then, the expression patterns were compared between P0 and P8, which yielded nine groups displaying distinct expression patterns (Figure 2).

**Figure 2:**
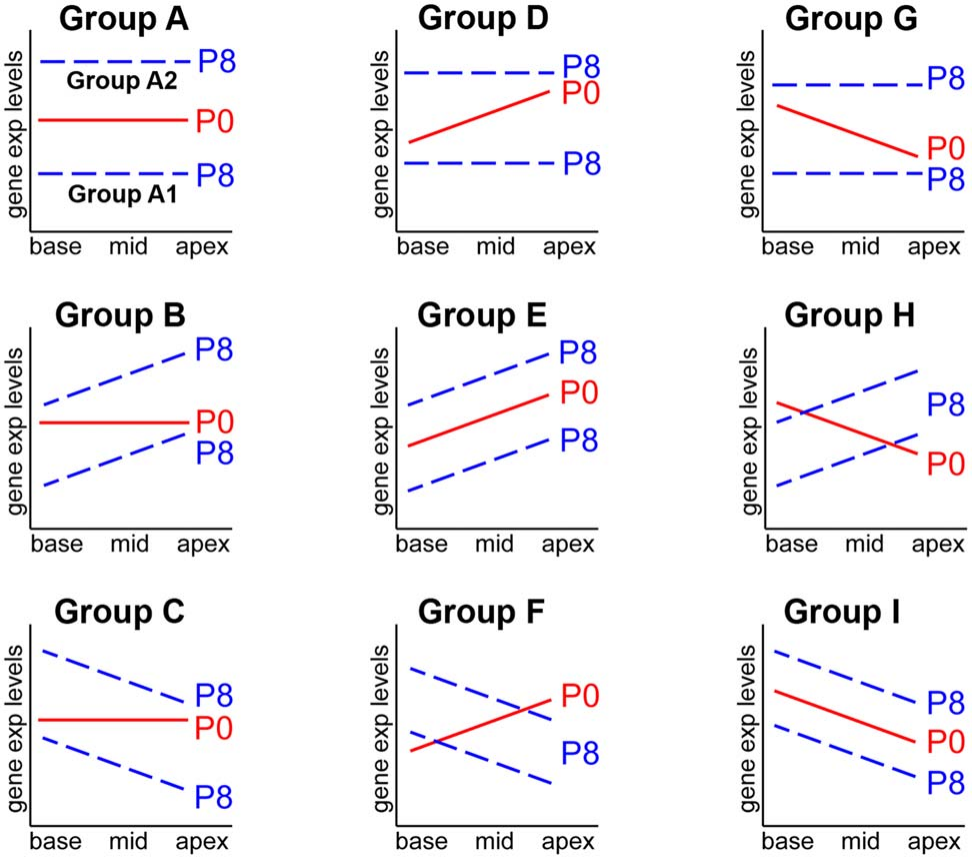
Schematic representation of distinct gene expression patterns along the tonotopic axis at P0 and P8. Gene profiles obtained from the microarray were classified based on the spatial (along the tonotopic axis) as well as temporal (between P0 and P8) expression changes. Expression levels of individual genes were compared between base and apex at P0, and classified into three categories: relatively constant along the cochlear duct (average fold-changes <1.5), higher in the apex or base (average fold-changes >1.5). Then, genes in each category were subdivided into three groups base on the expression patterns at P8 (constant, higher in the base or apex), which yielded nine distinct groups. See text for details.

This analysis revealed that a majority of genes (>95%) were expressed relatively constantly along the tonotopic axis at both P0 and P8. Among these genes (no gradient at both P0 and P8), gene showing significant fold-changes between P0 and P8 (fold-change >2, *p*<0.05) were classified as Group A: some of them were down-regulated (Group A1) or up-regulated (Group A2) during this period. 

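Of 16307 tested genes, 16275 passed the test between apex and base at neither age, which is 99.8% (95% Clopper-Pearson interval 99.7% to 99.9%). The share was 98.0% with the replicate block and 96.3% with the pool of each age as the block. By size alone, 15587 genes had a fold under 1.5 at both ages, or 95.6% (95.3% to 95.9%), and with 1 array left out this share lay between 88.6% and 95.6%. The intervals take genes as independent, which genes measured on the same arrays are not. They leave out the spread between pools. The 9 measured housekeeping genes had a median apex-base difference of −0.01 at P0 and −0.15 at P8, and none passed over all tested genes or adjusted over the list alone. At P8 this list lay below other genes (adjusted p = 0.0423 from limma's camera), a call not kept at adjusted p = 0.185 with an estimated correlation or without the P8 base or P8 apex array of the first set or the P8 apex array of the second set, and its median was −0.08, −0.28 and −0.34 without P8 apex of the first set and P8 base and P8 apex of the second set, in that order. The 19 measured genes of oxidative phosphorylation, the mitochondrial respiratory chain, had medians of 0.01 at P0 (adjusted p = 0.979 from camera) and −0.28 at P8 (first set −0.50, second set −0.15, adjusted p = 4.58e-04), with none past the test over all tested genes or adjusted over the list alone. The P8 call of that list was lost at adjusted p = 0.242 with an estimated correlation, and without the P8 apex array of the first set (adjusted p = 0.0735), and its median was −0.16 and −0.41 without P8 apex of the first set and P8 apex of the second set respectively. A test that a gene did not pass leaves differences within its error open, so the share counts genes without a call, not genes shown to be constant.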

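Group A held 352 genes, of which 128 fell (Group A1) and 224 rose (Group A2) from P0 to P8. Among those that rose, Clca2 rose by at least 3.63 ± 0.09 (log2, SE, n = 6 arrays per age, adjusted p = 6.62e-07 from limma), Slco1c1, a transporter of thyroid hormone, by 3.59 ± 0.13 (adjusted p = 3.39e-06) and Phex, an endopeptidase of bone mineralization, by 3.19 ± 0.21 (adjusted p = 2.96e-05). Among those that fell, Adgrg2, an adhesion G protein-coupled receptor, stood at −2.63 ± 0.20 (adjusted p = 5.75e-05), Dcx, the doublecortin of young neurons, at −2.44 ± 0.13 (adjusted p = 1.21e-05) and Smoc2, a matricellular protein, at −2.39 ± 0.13 (adjusted p = 9.95e-06). Over all genes, whether or not they had a gradient, 336 rose and 186 fell by at least 2-fold. Genes with a fold of 1.5 or more between apex and base at either age were outside Group A, such as Ibsp, a bone sialoprotein, at 5.22 ± 0.36, Ocm, the hair cell calcium buffer oncomodulin, at 4.68 ± 0.24, and Dio2, which activates thyroid hormone, at 3.99 ± 0.13 (adjusted p = 3.34e-05, 8.87e-06 and 1.72e-06). The differences of Clca2, Ocm, Ibsp and Dcx are lower bounds, since the age with the lower signal had a mean under the log2 level of 6 in all 3 regions for Clca2 and in 1 region for the others. Compared region by region at a fold of 1.5, 382 genes rose and 241 fell in the base, and 395 rose and 343 fell in the apex. The counts were 1023 and 691 in the base and 979 and 978 in the apex with the replicate block. Centring each array on its median moved the split in the apex to 520 up and 272 down. The base counted 152 genes without the P0 base array of the first set, 297 without that of the second, 180 and 173 without the P8 base array of the first and of the second, and the apex counted 256, 467, 245 and 295 without its P0 arrays and its P8 arrays, in that order. Of the lists of markers of other tissue, that of bone, with the highest median of all lists, and that of leukocytes lay above other genes at P8 also with an estimated correlation (adjusted p = 0.0184 and 0.0321), though not with the replicate block as well (adjusted p = 0.0918 and 0.113). Those of blood and vessels did so with the preset correlation alone, with a median of 0.28 for 4 red blood cell genes (adjusted p = 0.0383 from camera, 0.0439 with the replicate block, adjusted p = 0.168 with an estimated correlation, none past the test over all tested genes or adjusted over the list alone) and of 0.26 for 18 endothelial and pericyte genes (1 past the test, 2 adjusted over the list alone, adjusted p = 4.29e-04 from camera, adjusted p = 0.155 with an estimated correlation). Without P0 base of the second set or 4 other arrays the red blood cell list did not pass (adjusted p up to 0.0640). 

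**Figure D4:**
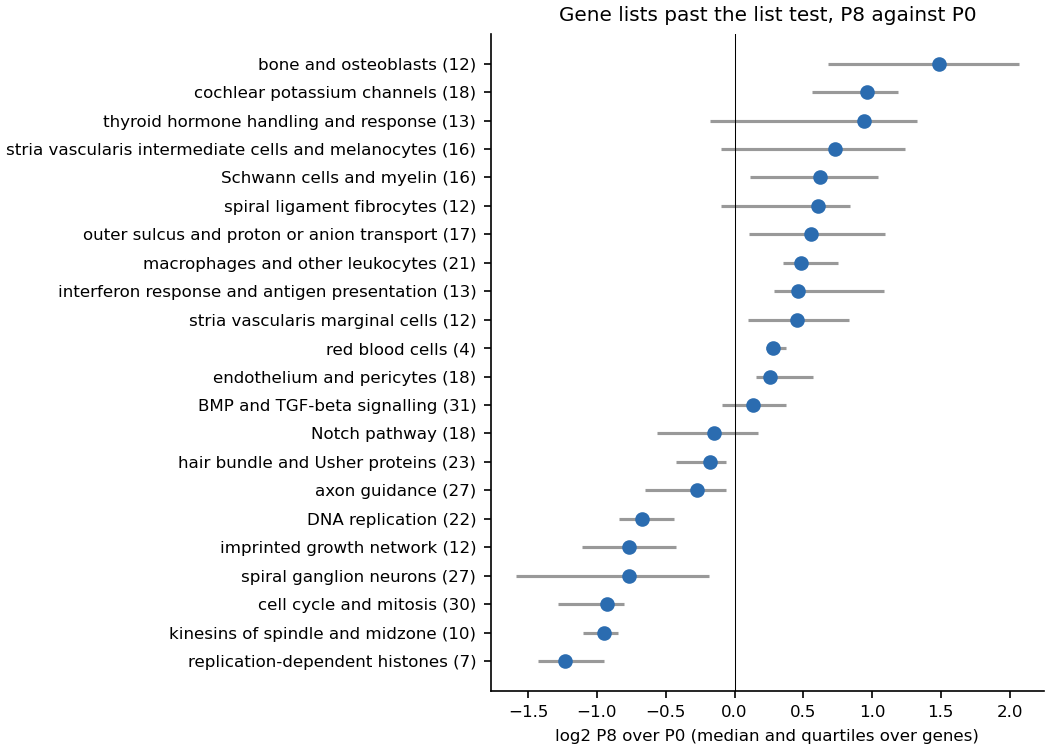
Median log2 difference of P8 over P0 (points) with quartiles (bars) for each gene list past limma's camera test with the preset correlation. The bone and osteoblast list has the highest median and the list of replication-dependent histones the lowest.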

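Sfrp2, a secreted modulator of Wnt signalling, was 1.21 ± 0.18 higher in the apex at P8 (log2, SE, n = 2 arrays per group, adjusted p = 0.0428 from limma) and 0.19 ± 0.18 at P0. Kcnb2, a voltage-gated potassium channel subunit, was 0.77 ± 0.22 higher at P8 (adjusted p = 0.544, 0.0198 with the replicate block) and 0.08 ± 0.22 at P0. Of the genes lower in the apex at P8, Crhbp, which binds corticotropin-releasing hormone, stood at −1.50 ± 0.39 (adjusted p = 0.380, 0.0208 with the replicate block) and Iyd, an iodotyrosine deiodinase, at −1.30 ± 0.21 (adjusted p = 0.0816, 0.00427 with the replicate block). In all, 17 genes passed the test as higher in the apex at P8 with a fold under 1.5 at P0, among them Tecta, Otog, Nov (Ccn3), Chrna3, Nrcam, Slitrk6 and Rbm24, and 2 genes, Prss35 and Ptgfr, passed it as lower. Chrna3 and Iyd each had a mean under the log2 level of 6 in all 3 regions at P0, so that a gradient there is not excluded. The numbers were 136 and 62 with the replicate block, 194 and 180 with the pool of each age as the block, and 150 and 106 at an unadjusted p under 0.05. With 1 array left out, 1 to 8 genes were higher at P8 alone and 0 to 2 lower, and Sfrp2 was no longer past the test with any 1 of the arrays left out. Of the genes of Table S2 that were measured, 16 of 118 in the paper's Group B fell in the same group, 94 with the replicate block, and 2 of 69 in Group C, 39 with the block, which is not independent evidence since the table was drawn from the same arrays. A gene with a fold of 1.5 or more that did not pass its test was left unclassified, and there were 700 of these over both ages. The 136 and 62 genes of the replicate block became far fewer without the P8 base array of the first set. That fit was chosen after seeing the data and leaves 1 array in its group.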

Among the genes showing no gradient at P0, some genes displayed an increasing (Group B) or decreasing (Group C) gradient at P8. 

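Zpld1, a zona pellucida domain protein, was higher in the apex by 2.04 ± 0.30 at P0 (log2, SE, n = 2 arrays per group, adjusted p = 0.188 from limma, 7.78e-04 with the replicate block) and by 1.58 ± 0.30 at P8 (adjusted p = 0.143, 9.23e-04 with the replicate block). The axon guidance gene Sema3a stood at 1.15 ± 0.13 at P0 (adjusted p = 0.0660, 0.00279 with the replicate block) and at 0.77 ± 0.13 at P8 (adjusted p = 0.0911, 0.00760 with the replicate block). Fat3, an atypical cadherin, was 1.13 ± 0.21 higher at P0 (adjusted p = 0.333, 0.00969 with the replicate block) and 0.20 ± 0.21 at P8 (adjusted p = 1.00), and Tafa4, a secreted neuronal protein, was 1.12 ± 0.21 and 0.33 ± 0.21 at the same ages (adjusted p = 0.333 and 1.00, 0.0139 and 0.472 with the replicate block). Among genes higher in the apex at P0, 0 had a P0 gradient alone, 1, Fst, had the same gradient at both ages, and 0 had the opposite gradient at P8. At an unadjusted p under 0.05 these numbers were 57, 39 and 0, with the replicate block 38, 26 and 0, and with the pool of each age as the block 67, 51 and 1. With any 1 of the 12 arrays left out, the number retaining the gradient was 0. The replicate block placed 24 of 40 measured genes of the paper's Group D and 15 of 23 of Group E in the same group, a list drawn from the same arrays and so not independent evidence. With that block both groups were much smaller without the P0 apex, P0 base or P8 base array of the first set. These fits were chosen after seeing the data and each leaves 1 array in a group.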

Genes showing an increasing gradient toward the apex at P0 were also subcategorized into three groups, comprising genes no longer showing a gradient at P8 (Group D), retaining the increasing gradient (Group E) or showing the opposite (decreasing) gradient at P8 (Group F). 

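Atp6v0a4, a subunit of the proton pump V-ATPase, was lower in the apex by 2.04 ± 0.36 at P0 (log2, SE, n = 2 arrays per group, adjusted p = 0.296 from limma, 7.78e-04 with the replicate block) and by 0.40 ± 0.36 at P8 (adjusted p = 1.00). Ucma, a cartilage matrix protein, stood at −1.60 ± 0.28 at P0 (adjusted p = 0.296, 0.0209 with the replicate block) and at −0.55 ± 0.28 at P8 (adjusted p = 1.00). Atp6v1c2, another subunit of the pump, had −0.98 ± 0.20 at P0 (adjusted p = 0.411, 0.0239 with the replicate block) and 0.07 ± 0.20 at P8 (adjusted p = 1.00). No gene passed the test as lower in the apex at P0, so that 0 genes had this gradient at P0 alone, 0 reversed it and 0 kept it at P8. At an unadjusted p under 0.05 there were 74, 3 and 11 such genes. The replicate block gave 35, 2 and 5, and the pool of each age as the block gave 83, 4 and 24. With the replicate block, the first and last numbers were lower without the P0 apex, P0 base or P8 base array of the first set. Those fits were chosen after seeing the data and each leaves 1 array in a group. Of the measured genes of the paper's Group G, 23 of 40 fell in the same group with the replicate block, which is not independent evidence since the study chose them on these arrays.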

Finally, genes showing a decreasing gradient toward the apex at P0 were similarly subcategorized as genes no longer showing a gradient at P8 (Group G), showing the opposite (increasing) gradient (Group H) or retaining the decreasing gradient at P8 (Group I). Examples of genes included in each group were shown in Table 2 (the complete list of the genes in each group can found in Table S2). The possible functional significance of the genes in each group is discussed below.

**Table 2:** Classification of genes differentially expressed along the tonotopic axis of the mouse cochlea during neonatal development.

			P0	P8				P0	P8				P0	P8
Group	Gene	P8/P0	apex/	apex/	Group	Gene	P8/P0	apex/	apex/	Group	Gene	P8/P0	apex/	apex/
			base	base				base	base				base	base
**A1**	*Gpr64*	0.16	1.42	1.25	**C**	*Tnmd*	3.95	0.86	0.28	**E**	*Fst*	0.72	3.26	4.25
	*Dcx*	0.18	1.27	1.44		*Ifitm5*	2.30	1.02	0.35		*Isl1*	0.50	2.03	3.41
	*Smoc2*	0.19	1.06	1.48		*Iyd*	1.92	0.90	0.41		*Zpld1*	0.82	4.11	2.98
	*Stmn2*	0.21	1.19	1.33		*Cntn6*	1.92	0.68	0.41		*Slco5a1*	0.50	1.98	2.80
	*Bex1*	0.25	1.25	0.72		*Rarres1*	4.54	1.27	0.43		*Muc15*	0.92	1.73	2.75
	*Agtr2*	0.25	0.80	0.89		*Trdn*	2.04	1.02	0.44		*Plch1*	1.02	1.62	2.74
	*Cldn6*	0.26	1.10	1.27		*Crym*	0.25	0.98	0.46		*Otog*	0.71	1.50	2.38
	*Bub1*	0.28	1.41	0.97		*Pi15*	1.22	0.76	0.47		*Pla2r1*	0.78	1.56	2.37
	*Spock3*	0.29	1.04	1.16		*Ptgfr*	1.79	0.87	0.47		*Epha3*	1.24	1.92	2.33
	*Igf2bp3*	0.29	1.19	0.93		*Fgl2*	1.75	1.11	0.48		*Jag1*	0.53	1.57	2.32
**A2**	*Clca5*	12.35	0.96	1.05		*Prss35*	0.80	1.20	0.49		*Robo2*	0.59	1.65	2.25
	*Slco1c1*	12.03	0.87	0.98		*Pgf*	0.99	0.91	0.50		*Tectb*	1.74	2.21	2.22
	*Phex*	9.13	1.02	0.75		*Mup2*	2.93	0.95	0.50		*Rorb*	4.03	2.10	2.19
	*Emilin2*	9.11	1.15	0.87		*Dnase1*	4.43	0.79	0.50		*Prox1*	0.39	1.62	2.17
	*Hhatl*	8.80	0.77	0.82		*H19*	0.58	1.08	0.51		*Pcsk2*	0.98	1.85	2.13
	*Scin*	8.79	1.12	1.08		*Rgs4*	2.73	0.98	0.51		*Ush1c*	1.10	1.52	2.12
	*Chad*	7.88	1.19	0.67		*Myoc*	3.67	1.09	0.52		*Chst15*	0.20	1.54	1.99
	*Ces1d*	6.82	1.45	1.47		*Otos*	6.17	0.76	0.52		*Ndst3*	0.56	2.97	1.78
	*Bhmt*	6.74	0.96	1.48		*Nox3*	1.06	0.85	0.52		*Fam70b*	0.57	1.53	1.75
	*Prss36*	5.93	1.02	0.73		*Smpd3*	4.97	1.17	0.53		*Clic6*	0.64	2.28	1.74
**B**	*Tecta*	0.22	1.32	5.94	**D**	*Zmat4*	0.38	2.16	1.18		*Foxg1*	0.47	1.66	1.71
	*Nov*	0.74	1.40	3.53		*Galntl6*	0.67	2.14	1.29		*Sema3a*	0.68	2.21	1.70
	*Chrna3*	4.01	0.89	3.28		*Fndc3c1*	0.43	2.07	0.97		*Igf2bp2*	0.72	1.57	1.68
	*Glb1l2*	1.18	1.10	2.93		*Tac1*	0.56	2.01	1.06	**F**	No gene is included			
	*Syt1*	0.61	1.27	2.91		*Trpa1*	0.53	1.79	1.15	**G**	*Atp6v0a4*	2.92	0.24	0.76
	*Smpx*	1.12	1.30	2.90		*Tyrp1*	0.84	1.78	0.91		*Pkhd1l1*	0.71	0.28	1.20
	*Gsbs*	2.63	1.08	2.81		*Abcg5*	0.43	1.78	1.17		*Ucma*	13.86	0.33	0.69
	*Ccdc148*	0.32	1.48	2.73		*P2rx3*	0.23	1.77	1.04		*Slco1a4*	8.81	0.42	0.75
	*Slitrk6*	0.83	1.13	2.72		*Pdzrn4*	0.84	1.75	1.10		*Pkp1*	1.94	0.44	0.71
	*Rbm24*	1.32	1.08	2.63		*Cdh4*	0.25	1.72	1.31		*Gjb6*	2.70	0.47	0.93
	*Cybrd1*	0.51	0.97	2.60		*Fat3*	0.56	1.71	1.01		*Cntn5*	0.23	0.48	0.79
	*Sox2*	0.51	1.33	2.56		*Angpt1*	0.63	1.70	1.35		*Scg2*	1.32	0.48	1.24
	*Adamts19*	0.51	1.47	2.56		*Slc39a8*	1.14	1.69	1.32		*Atp6v1c2*	2.09	0.51	1.05
	*Kcna10*	2.28	0.68	2.53		*Dchs2*	1.20	1.68	1.16		*Clstn2*	0.95	0.51	0.75
	*Rassf6*	1.98	1.29	2.45		*Csmd3*	0.54	1.67	1.02	**H**	*Fcrlb*	2.58	0.33	2.02
	*Cubn*	1.66	1.24	2.39		*Atoh1*	0.32	1.65	1.21	**I**	*Hoxa2*	1.16	0.32	0.28
	*Sfrp2*	0.43	1.14	2.32		*Unc5c*	0.79	1.65	0.84		*A2m*	2.87	0.37	0.40
	*Xirp2*	0.79	0.98	2.29		*Chrng*	0.69	1.64	1.12		*Kcna4*	1.81	0.47	0.55
	*Il1rapl2*	1.73	1.25	2.26		*Pls1*	0.54	1.64	1.48		*Grin2a*	0.76	0.58	0.65
	*Spire2*	0.94	1.36	2.25		*Mageb16*	0.78	1.63	1.13		*Ppp1r1b*	2.17	0.50	0.66

Genes showing >1.5-fold difference (*p*<0.05) between apex and/or base (apex/base) were included in the classification. Fold difference between P0 and P8 was calculated with the average values of base, middle, and apex in each age. Shown in the table are examples of genes included in each group. A complete list can be found in the Table S2.

### Validation of the Microarray Data with Quantitative RT-PCR

We validated our microarray data by performing quantitative real time PCR (qRT-PCR) on 22 genes selected from various groups (Fig. 3 and Table 3). Genes for qRT-PCR were selected among ones showing higher fold changes in each group such as *Stmn2*, *Tecta*, *Tnmd*, *Fst*, *Atp6v0a4*, *Hoxa2*, and *A2m*, and also among ones previously shown to be associated with cochlear development or function such as *Kcnj10*, *Kcnq1*, *Ptprq, Tectb, Otog* and *Ush1c*. As an example, qRT-PCR results for *Fst* (*Follistatin*: Group E) showed an increasing gradient toward the apex at both P0 and P8 (Fig. 3A). When the qRT-PCR results were plotted as a function of the values from the microarray, close correlation was clearly shown (Fig. 3B, Pearson correlation coefficient, *r* = 0.982). Similarly, all 22 selected genes generally showed close correlations between the microarray data and qRT-PCR results (Pearson correlation coefficient, *r* = 0.862) (Fig. 3C).

**Figure 3:**
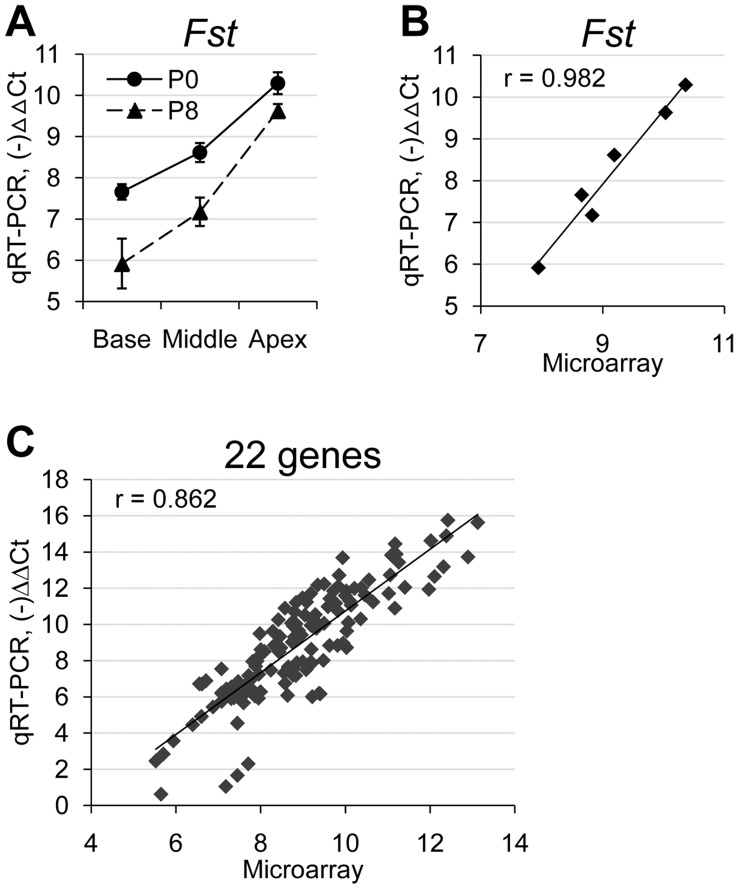
Comparison between qRT-PCR and microarray data showed high correlation. (A) An example of qRT-PCR results for *Fst*, which showed increasing base-to-apex gradients in expression levels at both P0 and P8. (B) An example showing high correlation between qRT-PCR results and microarray data for *Fst* (Pearson correlation coefficient, r = 0.982). (C) Comparisons between qRT-PCR results and microarray data for all 22 genes examined showed good correlations (r = 0.862).

**Table 3:** Validation of microarray data with quantitative RT-PCR.

		Average fold change (Apex/Base)					Average fold change (P8/P0)^2^	
		Microarray		qRT-PCR		Pearson’s Correlation Coefficient	Microarray	qRT-PCR
Group	Gene	P0(A/B)	P8(A/B)	P0(A/B)	P8(A/B)		(P8/P0)	(P8/P0)
**A1**	*Stmn2*	1.19	1.33	2.38	2.84	0.949	0.21	0.08
	*Ccnb1*	1.37	0.90	1.64	0.89	0.995	0.34	0.24
**A2**	*kcnj10*	0.69	0.90	0.42	0.88	0.999	3.71	21.88
	*Kcnq1*	0.82	0.85	0.56	0.52	0.960	2.13	3.17
**B**	*Tecta*	1.32	5.94	2.20	7.56	0.957	0.22	0.03
	*Ptprq*	0.78	2.11	0.27	2.87	0.837	1.17	1.81
	*Chrna10*	0.84	1.92	0.55	2.96	0.796	1.11	0.83
	*Fzd4*	1.15	1.54	1.74	1.09	0.900	1.39	1.69
	*Nrcam*	1.40	1.99	1.84	2.55	0.989	0.62	0.51
**C**	*Tnmd*	0.86	0.28	0.81	0.12	0.981	3.95	17.79
	*Crym*	0.98	0.46	1.48	0.24	0.982	0.25	0.12
**D**	*Pdzrn4*	1.75	1.10	2.80	1.15	0.845	0.84	0.70
	*Cdh4*	1.72	1.31	2.89	1.08	0.997	0.25	0.04
**E**	*Fst*	3.26	4.25	6.23	13.07	0.982	0.72	0.41
	*Tectb*	2.21	2.22	4.86	12.86	0.953	1.74	2.87
	*Otog*	1.50	2.38	1.48	3.84	0.982	0.71	0.59
	*Ush1c*	1.52	2.12	1.75	3.93	0.967	1.10	0.98
**G**	*Atp6v0a4*	0.24	0.76	0.06	0.54	0.996	2.92	10.59
	*Slco1a4*	0.42	0.75	0.41	0.36	0.992	8.81	13.70
**I**	*Hoxa2*	0.32	0.28	0.06	0.01	0.942	1.16	0.85
	*A2m*	0.37	0.40	0.21	0.16	0.997	2.87	3.95
	*Ppp1r1b*	0.50	0.66	0.26	0.35	0.969	2.17	4.95

2 Fold changes between P0 and P8 (P8/P0) were calculated using the average values of the base, middle, and apex for each age.

In Table 3, we calculated fold changes between the apex and base with the results from qRT-PCR, and compared to those from the microarray. For genes from Group A showing no gradient along the tonotopic axis, average expression levels between P0 and P8 were compared. 

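For Fst at P8 the array fold of apex over base was 4.25, and the paper's qRT-PCR value is 13.1. Tectb, which encodes β-tectorin, had a fold of 2.22 on the arrays and of 12.9 in the paper's qRT-PCR. For Ush1c, the harmonin of the hair bundle, the fold was 2.12 on the arrays (log2 1.08 ± 0.15, SE, n = 2 arrays per group, adjusted p = 0.0353 from limma, not past the test with any 1 of the 12 arrays left out) and 3.93 in the paper's qRT-PCR. Of 21 genes of Table 3 measured here, the size of the log2 fold was larger in the paper's qRT-PCR in 20 for apex over base at P0, in 19 at P8 and in 20 for P8 over P0. Hoxa2 is among those counted as larger between apex and base. Its apex means were under the log2 level of 6 at both ages, so its array folds are lower bounds and the sizes cannot be compared. The median size of the log2 fold on the arrays was 0.58, 0.99 and 1.09 for the 3 comparisons, against 1.25, 1.52 and 1.66 in the paper's qRT-PCR. Ccnb1, the other gene of that table, was not analysed here.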

The results from qRT-PCR appeared to be more sensitive than the microarray data in verifying the changes between the base and the apex. Nevertheless, the expression patterns from the qRT-PCR results were generally consistent with those from the microarray.

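Across the 21 genes, which the study chose on these arrays and which are not independent replicates, the log2 folds of apex over base at P0 on the arrays and in the paper's qRT-PCR had the same sign in 20. At P8 they had the same sign in 21, and for P8 over P0 in 18. The genes with opposite signs for P8 over P0 were Chrna10, Ush1c and Hoxa2, of which Hoxa2 had middle and apex means under the log2 level of 6 at both ages. Pearson's r across genes was 0.957 at P0, 0.928 at P8 and 0.967 for P8 over P0, and Spearman's rho was 0.958, 0.974 and 0.978 (2-sided permutation test, each p = 1.00e-05, the smallest that 100000 permutations allow, for 3 relations, also after the Benjamini-Hochberg adjustment). By the paper's methods, the qRT-PCR used RNA of the replicates put on the arrays and of a further small-scale replicate. The relation therefore rests in large part on the same RNA and is not an independent test of the gradients. Without the 2 genes farthest from the median array fold, which were Atp6v0a4 and Fst at P0, Tnmd and Hoxa2 at P8, and Slco1a4 and Stmn2 for P8 over P0, r was 0.940, 0.936 and 0.980. Slco1a4, an organic anion transporter of blood vessels, had the largest rise with age of these genes on the arrays, a fold of 8.81 (log2 3.14 ± 0.19, SE, n = 6 arrays per age, adjusted p = 1.92e-05 from limma) and a fold of 13.7 in the paper's qRT-PCR, where Kcnj10 and Tnmd rose more. 

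**Figure D5:**
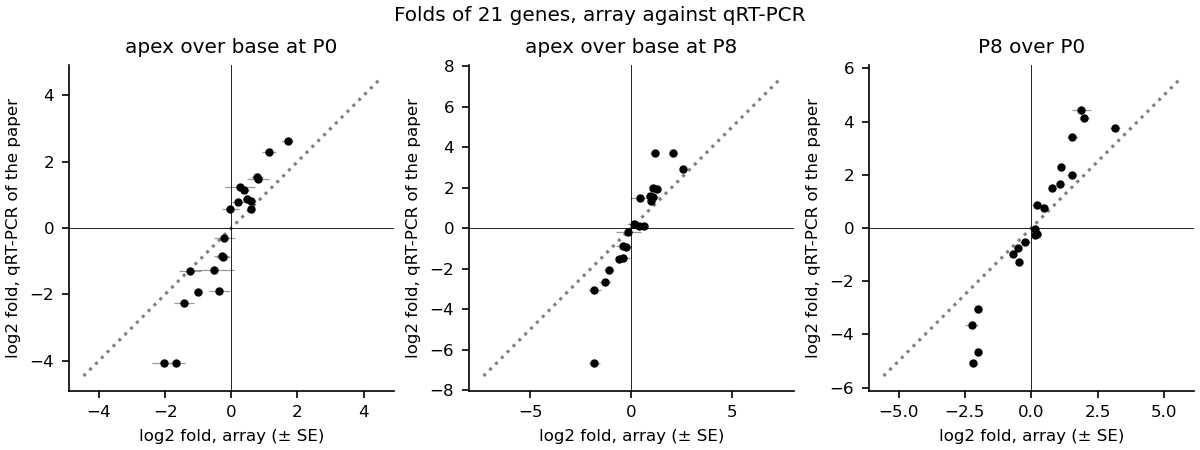
Log2 fold of 21 genes on the arrays (x axis, with bars of 1 SE) against the log2 fold of the paper's qRT-PCR in Table 3 (y axis), for apex over base at P0, apex over base at P8 and P8 over P0, with a dotted line of equal folds. The points follow a line steeper than that of equal folds, with r across genes of 0.957, 0.928 and 0.967.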

### Functional Annotation Clustering Analysis

Our microarray analysis yielded an extensive list of genes that are differentially expressed along the tonotopic axis during neonatal development. Analysis of the dynamic expression patterns of individual genes may highlight some key players that are critical to cochlear maturation including the acquisition of tonotopy (Table 2 and Table S2). However, these single-gene analyses may fail to identify important biological processes, which are often regulated collectively by a group of genes involved in common biological function or pathways. Also, biologically significant gene expression changes occurring in a certain group of cells can be missed due to masking by genes expressed in other cell types or inherent noise signals. Thus, in order to evaluate our microarray data at the level of biological function and processes, we performed functional annotation clustering analysis using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) bioinformatics resources [22]. This analysis identified biological functions and processes specifically enriched in the gene list of each group, which were summarized in Table 4.

**Table 4:** Functional annotation clustering analysis on the differentially expressed genes.

Group	Total genes	Enrich. Score^1^	Biological annotations	Ratio (%)^2^	p-value^3^	FDR (%)	Genes
**A1**	168	8.42	GO:0022402∼cell cycle process	13.13	1.15E-10	1.75E-07	*Bub1 C79407 Ccna2 Ccnb1 Ccnb2 Cdca3 Cks2 Dbc1 Dbf4 Dlgap5 f630043a04rik Hells Kif11 Mki67 Ncaph Plk1 Racgap1 Sgol2 Spag5 Stmn1 Tpx2*
		6.86	GO:0005694∼chromosome	15.0	1.24E-13	1.51E-10	*Bub1 C79407 Cenpk F630043a04rik H2afy2 H2afz Hells Hist1h1a Hist1h1b Hist1h2ab Hist1h2af Hist1h2an Hist1h2ao Hist1h2bb Hist1h2bj Hist1h2bl Hist1h2bm Hist1h2bn Hist1h3a Hist1h3b Hist1h3c Hist1h3d Hist1h3e Hist1h3g Hist1h3h Hist1h3i Hist2h3b Hist2h3c1 Hm11277 Hmgb2 Hmgb3 Mki67 Sgol2 Spag5 Tmpo Top2a Zfp57*
		1.92	GO:0031012∼extracellular matrix	6.9	3.61E-04	0.43868	*Aspn Col6a3 Egfl6 Fbn2 Fras1 Matn1 Oc90 Postn Smoc2 Spock3 Tgfbi*
		1.68	GO:0022832∼voltage-gated channel activity	4.4	0.00254	3.18051	*Cacna1h Kcna6 Kcnh7 Scn2a1 Scn3a Scn3b Scn9a*
		1.51	GO:0015630∼microtubule cytoskeleton	10.0	7.94E-06	0.00968	*Ccnb1 Ckap2 Dlgap5 F630043a04rik Kif2c Kif4 Kif11 Kif15 Kif21b Kif23 Myc Racgap1 Sncg Spag5 Stmn1 Tpx2*
**A2**	245	8.94	GO:0005578∼proteinaceous extracellular matrix	9.2	4.31E-10	5.3E-07	*Abi3bp Chad Chl1 Col4a3 Col4a4 Col8a1 Col24a1 Cpz Ecm2 Emilin2 Entpd2 Fgf1 Gpld1 Kazald1 Kera Lama2 Lgals3bp Npnt Ntn4 Prss36 Spon1 Tnfrsf11b Wnt2b*
		5.25	GO:0007155∼cell adhesion	8.8	1.56E-05	0.02553	*Anxa9 Atp1b2 Bcam Cd9 Cd36 Cd44 Chl1 Clca5 Cntn4 Col4a3 Col8a1 Col24a1 Emilin2 Itga10 Lama2 Lgals3bp Ninj2 Npnt Sorbs3 Spon1 Tesk2 Wisp1*
		1.78	GO:0006811∼ion transport	8.4	0.00113	1.82672	*Atp1b2 Atp1b3 Atp2a3 Cacng4 Clca5 Fxyd3 Fxyd5 Glrb Kcne4 Kcnj2 Kcnj10 Kcnj13 Kcnq1 P2rx2 Slc5a5 Slc9a2 Slc10a4 Slc41a2 Slco1c1 Steap3 Tcn2*
**B**	125	2.41	GO:0030182∼neuron differentiation	0.8	0.0015	2.28299	*Gata2 Isl2 Lingo1 Mtap2 Nr2e1 Nrcam Slitrk2 Slitrk6 Sox2 Wnt7a*
		1.88	GO:0044459∼plasma membrane part	2.4	4.47E-05	0.05379	*Apba1 Aqp4 Aqp5 Chrna3 Chrna7 Chrna10 Chrnb4 Cldn9 Cldn23Cubn Cybrd1 Egflam Faim2 Fn1 Kcna10 Kcnb2 Nrcam OtoF Otog Pclo Pla2g4e RgS6 Rgs9 Syt1 Rims2 Six1 Slc6a14 Slc22a3 Sox2 Tecta Tmprss9 Xirp2*
**C**	84	2.12	GO:0005578∼proteinaceous extracellular matrix	0.9	0.00373	3.92815	*Acan Crtap Ctgf Nid2 Ntn1 Trf Vcan*
		1.74	GO:0006812∼cation transport	1.2	7.95E-04	1.13346	*Atp13a5 Kcnh5 Kcnma1 Scn7a Slc4a10 Slc5a3 Slc38a4 Slc39a14 Trf*
**D**	46	1.87	GO:0033555∼multicellular organismal response to stress	7.4	7.93E-05	0.11043	*P2rx3 Scn9a Tac1 Trpa1*
**E**	27	3.01	GO:0030182∼neuron differentiation	28.6	9.95E-07	0.00138	*Foxg1 Isl1 Jag1 Rorb Robo2 Sema3a Ush1c Ush2a*
		1.77	GO:0007423∼sensory organ development	25.0	1.34E-06	0.00186	*Foxg1 Jag1 Prox1 Rorb Six2 Ush1c Ush2a*
		1.53	glycosylation site:N-linked (GlcNAc…)	46.4	0.00117	1.44099	*Ndst3 Fst Jag1 Epha3 Pcsk2 Zpld1 Robo2 Chst15 Sema3a Tectb Pla2r1 Muc15 Ush2a*
**F**	0		No gene set was significantly enriched				
**G**	42	1.94	GO:0006811∼ion transport	21.3	7.43E-05	0.10516	*Ano5 Atp6v0a4 Atp6v1c2 Cp Gabra5 Kcnj16 Slc17a7 Slco1a4 Tmem38b Wnk4*
		1.66	GO:0007155∼cell adhesion	17.0	5.79E-04	0.81684	*Agt Cldn11 Clstn2 Cntn1 Cntn5 Itga4 Pkp1 Vcam1*
**H**	1		No gene set was significantly enriched				
**I**	5		No gene set was significantly enriched				

1 Enrichment scores indicate relative importance (enrichment) of the biological annotations.

2 Ratio (%) indicates the percentage of the genes included the enriched annotations among the total number of genes in the group.

3 *p*-value was calculated with a modified Fisher’s exact test to indicate the significance of the enrichment of the annotations.

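Bub1, a kinase of the spindle checkpoint, stood at −1.83 ± 0.15 for P8 over P0 (log2, SE, n = 6 arrays per age, adjusted p = 8.44e-05 from limma, a lower bound with the P8 means of base and apex under the log2 level of 6), and Top2a, the DNA topoisomerase of dividing cells, at −1.59 ± 0.13 (adjusted p = 8.28e-05). Ect2, an exchange factor of cytokinesis, was also lower at P8, at −1.10 ± 0.07 (adjusted p = 2.84e-05). All 30 measured genes of the cell cycle and mitosis list were lower at P8, with a median of −0.92 (first set −1.09, second set −0.90). Of these, 13 fell past the test over all tested genes and 13 adjusted over the list alone, and the list lay below other genes (adjusted p = 3.06e-20 from limma's camera, 0.0142 with an estimated correlation), a call lost at adjusted p = 0.0918 with an estimated correlation and the replicate block. Of the genes that the paper's Table 4 names for Group A1, 15 of 18 measured genes of the cell cycle process fell past the test (median −1.26), and 12 of 20 of the chromosome (median −1.21), which is not independent evidence since the study chose these genes on these arrays. Between apex and base, all 30 cell cycle genes were higher in the apex at P0, with a median of 0.32 (adjusted p = 1.08e-08 from camera), and none passed over all tested genes or adjusted over the list alone. That call was lost at adjusted p = 0.0998 with an estimated correlation, the median was 0.19 without P0 apex of the first set, and at P8 the median was −0.09 (adjusted p = 0.0649, 0.0324 with the replicate block).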

In Group A1 (no gradient, down-regulated at P8), genes associated with cell cycle process or chromosomal activity were enriched. Such enrichments indicated that cell proliferation occurring at P0 is generally diminished at P8, which is consistent with active maturation processes observed during neonatal cochlear development. 

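Uhrf1, a factor that maintains DNA methylation after replication, fell by 1.01 ± 0.11 (log2, SE, n = 6 arrays per age, adjusted p = 4.05e-04 from limma), and was under the 2-fold threshold without the P0 base, P0 middle or P0 apex array of the first set or the P8 base array of the second set. All 22 measured genes of the DNA replication list were lower at P8, with a median of −0.67 (first set −0.63, second set −0.73), 1 past the test over all tested genes and 1 adjusted over the list alone. The list lay below other genes (adjusted p = 8.47e-12 from limma's camera, 0.0222 with an estimated correlation), a call lost at adjusted p = 0.109 with an estimated correlation and the replicate block. Among 7 replication-dependent histone genes, all were lower at P8 (median −1.23, first set −1.70, second set −0.76, adjusted p = 5.87e-04 from camera), a call lost at adjusted p = 0.155 with an estimated correlation. Of these, 4 fell past the test and 5 adjusted over the list alone, among them H2ac4 at −1.72 ± 0.30 (adjusted p = 0.00453, a lower bound with all 3 P8 means under the log2 level of 6) and H1f1 at −1.17 ± 0.11 (adjusted p = 1.54e-04). Between apex and base, 20 of 22 DNA replication genes were higher in the apex at P0 (median 0.26, first set 0.43, second set 0.06, adjusted p = 1.07e-05 from camera) and the list did not pass at P8 (median −0.07, adjusted p = 0.0667). None of these genes passed at P0 over all tested genes or adjusted over the list alone, and the list had adjusted p = 0.103 with an estimated correlation and medians of 0.16 and 0.12 without P0 base and P0 apex of the first set respectively. From the enrichment of cell cycle and chromosomal genes in Group A1, the paper reasons that the proliferation of cells at P0 is generally diminished at P8.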

Interestingly, genes associated with microtubule cytoskeleton such as kinesin family members were also shown to be down-regulated at P8, which may be related with a reduced cell cycle and with disassembly of the microtubule-based kinocilium in the hair cells during this period.

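Kif11, the motor that pushes spindle poles apart, stood at −1.49 ± 0.12 for P8 over P0 (log2, SE, n = 6 arrays per age, adjusted p = 7.00e-05 from limma), Kif23, a kinesin of the midzone, at −1.28 ± 0.11 (adjusted p = 1.20e-04) and Kif15, another spindle kinesin, at −1.13 ± 0.10 (adjusted p = 1.23e-04). All 10 measured kinesins of spindle and midzone were lower at P8, with a median of −0.95, and 4 fell past the test over all tested genes and 4 adjusted over the list alone (adjusted p = 1.97e-10 from limma's camera, 0.0321 with an estimated correlation), the list call being lost at adjusted p = 0.113 with an estimated correlation and the replicate block. At P0 all 10 were higher in the apex than in the base (median 0.31, adjusted p = 7.08e-07 from camera), with none past the test over all tested genes or adjusted over the list alone and adjusted p = 0.103 with an estimated correlation. At P8 2 were higher (median −0.15, first set 0.00, second set −0.25), and the list call (adjusted p = 0.0432 from camera) was lost at adjusted p = 0.0963 with the replicate block, at adjusted p = 0.308 with an estimated correlation and in 5 of the 12 fits without 1 array, and its median was −0.27 and −0.05 without P8 apex of the first set and P8 apex of the second set respectively. Of 17 genes of ciliary and intraflagellar transport, which builds cilia such as the kinocilium, 4 were higher at P8 (median −0.14, adjusted p = 0.122 from camera), and none passed over all tested genes or adjusted over the list alone. That list lay higher in the apex at P0 (median 0.14, first set 0.31, second set 0.03, adjusted p = 0.0296 from camera), a call lost at adjusted p = 0.361 with an estimated correlation and without the P0 base or P0 apex array of the first set or the P0 base array of the second set, and its median was 0.05 and 0.29 without P0 apex of the first set and P0 apex of the second set respectively. At P8 its median was 0.00 (adjusted p = 0.970 from camera). The paper's Table 4 names 15 measured genes of the microtubule cytoskeleton, of which 13 fell past the test (median −1.13), not independent evidence since they were chosen on these arrays.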

On the other hand, Group A2 (no gradient, up-regulated at P8) contained many genes associated with extracellular matrix and cell adhesion such as *Col4a3, Col4a4 and Emilin2*. Upregulation of these genes may explain the maturation of the cytoarchitecture in the cochlea during the postnatal period. 

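Emilin2, a glycoprotein of elastic fibres, rose by 3.19 ± 0.15 from P0 to P8 (log2, SE, n = 6 arrays per age, adjusted p = 6.46e-06 from limma). Col4a3 and Col4a4, which encode basement membrane collagen chains, rose by 1.48 ± 0.16 (adjusted p = 3.41e-04) and 1.18 ± 0.21 (adjusted p = 0.00490). Other matrix genes fell, among them Vcan, the proteoglycan versican, at −2.15 ± 0.10 (adjusted p = 5.75e-06). Of 26 measured collagen genes 17 were higher at P8 (median 0.39), with 4 up and 1 down past the test and the same numbers adjusted over the list alone. The collagen list had adjusted p = 0.0674 from limma's camera and 0.00676 with the replicate block, a call lost at adjusted p = 0.278 with an estimated correlation and that block. The 14 genes of basement membrane laminins and nidogens had 2 up and none down, also adjusted over the list alone (median 0.20, adjusted p = 0.281 from camera), and the 28 matricellular and elastic fibre genes had 2 up and 5 down by both adjustments (median −0.06, adjusted p = 0.528). From the paper's Table 4, 23 of 23 measured matrix genes and 20 of 22 measured cell adhesion genes of Group A2 rose past the test, with medians of 1.48 and 1.34, and 11 of 11 matrix genes of Group A1 fell (median −1.11), none of it independent evidence since the study chose them on these arrays.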

Consistent with our results, *Emilin2* was shown to be rapidly accumulated during postnatal development in the extracellular matrix surrounding the collagenous fibers in the basilar membrane [23]. Genes associated with ion transport such as *Kcnq1, Kcne1* and *Kcnj10* were also enriched. It has been shown that *Kcnq1* and *Kcne1* are expressed in strial marginal cells and that *Kcnj10* in intermediate cells plays a critical role in potassium recycling in the endolymph [24]. Thus, enrichment of such gene sets in P8 cochlea is consistent with the establishment of endocochlear potential during the first postnatal week in the mouse cochlea [25].

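Kcnj10, the inward rectifier of strial intermediate cells, rose by 1.89 ± 0.35 from P0 to P8 (log2, SE, n = 6 arrays per age, adjusted p = 0.00641 from limma), and Kcnq1, the channel of strial marginal cells, by 1.09 ± 0.13 (adjusted p = 7.42e-04, under the 2-fold threshold without the P0 base array of the first set). Kcne1, the partner subunit of Kcnq1, stood at 1.18 ± 0.40 (adjusted p = 0.0762, 3.27e-07 with the replicate block). Of 18 measured cochlear potassium channel genes 16 were higher at P8 (median 0.96), 8 up and none down past the test, 9 with the replicate block and 9 adjusted over the list alone (adjusted p = 7.65e-08 from limma's camera, 0.0222 with an estimated correlation), the list call being lost at adjusted p = 0.0918 with an estimated correlation and the replicate block. Of 16 genes of strial intermediate cells and melanocytes 7 rose and none fell, also adjusted over the list alone (median 0.73), and of 12 strial marginal cell genes 2 rose and none fell, 3 adjusted over the list alone (median 0.45). The 12 genes of spiral ligament fibrocytes, which recycle potassium, had 2 up and none down by both adjustments (median 0.61), and the 17 genes of outer sulcus and proton or anion transport had 7 up and 1 down by both (median 0.56). These 4 lists lay above other genes (adjusted p = 9.85e-04, 0.00673, 0.00707 and 1.36e-05 from camera), calls that each did not hold with an estimated correlation (adjusted p = 0.175, 0.151, 0.151 and 0.0561 with an estimated correlation). In contrast the 14 genes of strial basal cells and tight junctions had a median of 0.03 (adjusted p = 0.811 from camera), with 0 up and 1 down by both adjustments. The paper's Table 4 names 21 ion transport genes of Group A2, of which 20 rose past the test (median 1.56), and 7 voltage-gated channel genes of Group A1, of which 5 fell (median −1.04), not independent evidence since they were chosen on these arrays.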

In Group B (no gradient at P0, increasing base-to-apex gradient at P8), genes associated with neuron differentiation and plasma membrane were enriched. 

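Chrnb4 and Chrna7, which encode nicotinic acetylcholine receptor subunits, were higher in the apex at P8 by 0.82 ± 0.22 (log2, SE, n = 2 arrays per group, adjusted p = 0.437 from limma, 0.0194 with the replicate block) and 0.66 ± 0.14 (adjusted p = 0.182, 0.0211 with the replicate block). Of 13 measured nicotinic subunit genes 10 were higher in the apex at P8, with a median of 0.46 (first set 0.21, second set 0.63), 1 past the test over all tested genes, 4 with the replicate block and 4 adjusted over the list alone. The list lay above other genes (adjusted p = 1.82e-05 from limma's camera), a call lost at adjusted p = 0.0672 with an estimated correlation and held at adjusted p = 0.0421 with an estimated correlation and the replicate block, and its median was 0.23 and 0.12 without P8 base of the first set and P8 apex of the second set respectively. At P0 its median was −0.15 (adjusted p = 0.474 from camera), with 1 gene higher adjusted over the list alone. Of 27 spiral ganglion neuron genes 22 were higher at P8 (median 0.19, first set 0.00, second set 0.38, adjusted p = 0.0110 from camera), none past the test over all tested genes, 3 with the replicate block and 2 adjusted over the list alone. This call was lost at adjusted p = 0.306 with an estimated correlation and without the P8 base or P8 apex array of the second set, and the median was 0.28, 0.29 and −0.01 without P8 base and P8 apex of the first set and P8 base of the second set, in that order. Among the genes the paper's Table 4 names for Group B, 2 of 10 measured genes of neuron differentiation and 6 of 30 of the plasma membrane were higher past the test, and 8 and 29 with the replicate block, not independent evidence since the study chose them on these arrays.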

Several genes involved in cochlear development and function were included in this group such as *Tecta*, *Gata2*, *Slitrk6*, *Chrna10, Nrcam, Otof* and *Otog*. 

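Nrcam, a neuronal cell adhesion molecule, was higher in the apex at P8 by 0.99 ± 0.13 (log2, SE, n = 2 arrays per group, adjusted p = 0.0351 from limma), though with any 1 of the 12 arrays left out it no longer passed. Gata2, a zinc finger transcription factor, was 0.94 ± 0.20 higher (adjusted p = 0.198, 0.0142 with the replicate block). For Chrna10, a subunit of the hair cell receptor for efferent input, the difference was 0.94 ± 0.21 (adjusted p = 0.234, 0.0182 with the replicate block), and for Otof, the otoferlin of inner hair cell synapses, it was 0.61 ± 0.14 (adjusted p = 0.242, 0.0349 with the replicate block). At P0 the same genes stood at 0.49 ± 0.13 for Nrcam, 0.28 ± 0.20 for Gata2, −0.26 ± 0.21 for Chrna10 and −0.30 ± 0.14 for Otof (each SE, n = 2 arrays per group), and none passed either test. All 4 genes were higher in the apex at P8 in both dissection sets, though the paper chose them on these arrays.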

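Tecta fell in the base by 3.19 ± 0.15 from P0 to P8 (log2, SE, n = 2 arrays per group, adjusted p = 6.05e-05 from limma), and in the apex it stood at −1.02 ± 0.15 (adjusted p = 0.00684). Otog fell in the base by 0.86 ± 0.12 (adjusted p = 0.00674) and stood at −0.19 ± 0.12 in the apex (adjusted p = 0.458), and Gata2 fell in the base by 0.88 ± 0.20 (adjusted p = 0.0471) and stood at −0.21 ± 0.20 in the apex (adjusted p = 0.634). Otof went another way, with −0.04 ± 0.14 in the base (adjusted p = 0.980) and a rise of 0.87 ± 0.14 in the apex (adjusted p = 0.00965). For Chrna10 the values were −0.41 ± 0.21 in the base and 0.79 ± 0.21 in the apex (adjusted p = 0.455 and 0.0753, 0.133 and 0.00786 with the replicate block). Of the 17 genes higher in the apex at P8 and not at P0, 9 fell and 0 rose in the base past the test of P8 against P0, 8 rose and 3 fell in the apex, and of the 136 such genes with the replicate block, 51 fell and 10 rose in the base, and 44 rose and 14 fell in the apex. The paper's Group B held 118 measured genes, of which 26 fell and 2 rose in the base and 33 rose and 8 fell in the apex past the test, with median changes of −0.28 and 0.31, a list chosen on these arrays and so not independent evidence. Genes taken in 1 dissection set by their folds and measured in the other had median changes of −0.23 in the base and 0.00 in the apex when taken in the first set, and of −0.25 and 0.09 when taken in the second.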

The higher expression of these genes in the apex at P8 may be related to the base-to-apex wave of cochlear maturation, since the increasing base-to-apex gradient for some genes resulted from down-regulation at the base by P8. In support of this notion, two genes in this group, *Ptprq* and *Tecta*, which are both important for inner ear development, were no longer expressed in the adult cochlea [26], [27]. Interestingly, several genes related to non-sensory structures such as the basilar or tectorial membrane were included in this group. 

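Nov (Ccn3), a matricellular protein, was higher in the apex at P8 by 1.82 ± 0.21 (log2, SE, n = 2 arrays per group, adjusted p = 0.0206 from limma), with a mean log2 signal of 9.61 ± 0.37 in the base, 10.56 ± 0.27 in the middle and 11.43 ± 0.25 in the apex (SD, n = 2). This call of Nov (Ccn3) was kept in 2 of the 12 fits without 1 array. Its difference at P0 was 0.48 ± 0.21 (adjusted p = 1.00, 0.240 with the replicate block). Tnc had a mean log2 signal at P8 of 7.44 ± 0.14 in the base, 8.67 ± 0.30 in the middle and 9.96 ± 0.73 in the apex (SD, n = 2), and at P0 a difference of 0.64 ± 0.44 (adjusted p = 1.00). Of 28 matricellular and elastic fibre genes, 1 passed at P8 as higher in the apex and none as lower, with 3 and 2 with the replicate block and 3 and 2 adjusted over the list alone. That list as a whole did not pass the list test (median −0.17, adjusted p = 0.120 from limma's camera at P8, and median −0.07, adjusted p = 0.160 at P0).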

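The mean log2 signal of Tecta at P8 was 8.83 ± 0.02 in the base, 10.03 ± 0.15 in the middle and 11.40 ± 0.20 in the apex (SD, n = 2 arrays), and at P0 it was 12.02 ± 0.09 in the base, 12.38 ± 0.12 in the middle and 12.42 ± 0.06 in the apex (SD, n = 2). Otog at P8 had 8.77 ± 0.08 in the base, 9.59 ± 0.03 in the middle and 10.02 ± 0.00 in the apex (SD, n = 2). The difference of Otog between apex and base at P8 was 1.25 ± 0.12 (log2, SE, n = 2 arrays per group, adjusted p = 0.0138 from limma), and it was past the test in 8 of the 12 fits without 1 array, not without the P8 base or P8 apex array of either set. At P0 the difference of Tecta was 0.40 ± 0.15 (adjusted p = 1.00, 0.203 with the replicate block). From P0 to P8, taken over the 3 regions, Tecta fell by 2.19 ± 0.09 (SE, n = 6 arrays per age, adjusted p = 3.39e-06).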

*Tecta* and *Otog*, which encode for α-tectorin and otogelin, respectively, that are components of the tectorial membrane [28], were expressed at higher levels in the apex. *Tectb*, encoding β-tectorin and classified in Group E, also showed higher expression in the apex at P8. 

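The mean log2 signal of Tectb at P8 was 11.97 ± 0.02 in the base, 12.89 ± 0.09 in the middle and 13.12 ± 0.12 in the apex (SD, n = 2 arrays). Its difference between apex and base was 1.15 ± 0.22 (log2, SE, n = 2 arrays per group, adjusted p = 0.138 from limma, 0.00185 with the replicate block). Of 10 measured genes of tectorial membrane and acellular gel glycoproteins 9 were higher in the apex at P8, with a median of 0.69 (first set 0.61, second set 0.82). Of these, 3 (Tecta, Otog and Otogl) passed over all tested genes, 5 with the replicate block and 5 adjusted over the list alone. The list lay above other genes (adjusted p = 4.28e-13 from limma's camera, 0.00989 with an estimated correlation). From P0 to P8 the list had a median of −0.05 (adjusted p = 0.297 from camera), with 0 up and 2 down past the test, also adjusted over the list alone.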

The higher expression levels of genes associated with the tectorial membrane in the apex may be related with the decreasing base-to-apex gradient in stiffness of the tectorial membrane, an important factor for tonotopic discrimination [29].

In Group C (no gradient at P0, decreasing base-to-apex gradient at P8), genes related to extracellular matrix were enriched. 

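Tnmd, the tenomodulin of tendon and ligament, was lower in the apex at P8, at −1.83 ± 0.32 (log2, SE, n = 2 arrays per group, adjusted p = 0.0969 from limma, 0.00850 with the replicate block). Nid2, a nidogen of basement membranes, stood at −0.74 ± 0.24 (adjusted p = 0.706, 0.0194 with the replicate block), and Col14a1, a collagen of fibril surfaces, at −0.83 ± 0.27 (adjusted p = 0.720, 0.0377 with the replicate block). Of 26 measured collagen genes 23 were lower in the apex at P8, with a median of −0.38 (first set −0.39, second set −0.32), none past the test over all tested genes or adjusted over the list alone and 3 with the replicate block. The collagen list lay below other genes (adjusted p = 3.49e-04 from limma's camera), a call lost at adjusted p = 0.399 with an estimated correlation and without the P8 base array of the first set or the P8 apex array of the second set, the median being 0.03, −0.57, −0.66 and −0.01 without P8 base and P8 apex of the first set and P8 base and P8 apex of the second set, in that order. At P0 it had a median of −0.17 (adjusted p = 0.0632 from camera, 1.52e-04 with the replicate block, adjusted p = 0.211 with an estimated correlation and the block). The 14 genes of laminins and nidogens had a median of −0.11 at P8 (adjusted p = 0.0334 from camera, adjusted p = 0.308 with an estimated correlation), none past the test or adjusted over the list alone, and that list did not pass without the P8 base array of the first set or the P8 apex array of the second set, the median being 0.02, −0.22, −0.27 and 0.03 without P8 base and P8 apex of the first set and P8 base and P8 apex of the second set, in that order. Markers of tissue next to the cochlear duct went with them, with medians of −0.62 for 10 tendon genes and −0.34 for 18 cartilage genes (adjusted p = 1.82e-05 and 0.0103 from camera, adjusted p = 0.0672 and 0.308 with an estimated correlation) and with 3 and 0 lower adjusted over the list alone. The tendon median was −0.24 without the P8 apex array of the first set, and the cartilage list did not pass without the P8 base array of the first set or the P8 apex array of the second set (adjusted p up to 0.185), the median being −0.06, −0.20 and −0.15 without P8 base and P8 apex of the first set and P8 apex of the second set, in that order. At P0 the medians of the tendon, cartilage and bone lists were −0.30, −0.03 and 0.03 (adjusted p = 0.0515, 0.738 and 0.582 from camera, 0.0219 with the replicate block for tendon, a call lost at adjusted p = 0.352 with an estimated correlation). None of the 7 matrix genes that the paper's Table 4 names for Group C passed the test, 5 had an unadjusted p under 0.05 and 2 passed with the replicate block, with a median of −0.74, not independent evidence since the study chose them on these arrays.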

The biological annotation for proteinaceous extracellular matrix was also shown to be enriched in Group A2 with different sets of genes, suggesting that different types of extracellular matrix components are required at different stages of postnatal cochlear development. Also enriched were genes associated with cation transport. 

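The 9 cation transport genes that the paper's Table 4 names for Group C were all lower in the apex at P8, with differences from −0.87 to −0.59 and a median of −0.63 (log2, n = 2 arrays per group). None of them passed the test of limma at an adjusted p under 0.05, all 9 had an unadjusted p under 0.05, and 3 passed with the replicate block, not independent evidence since the study chose them on these arrays. Named after their values were seen, these 3 were Atp13a5, Scn7a and Slc38a4. Of 18 cochlear potassium channel genes, 1 was higher in the apex and none lower past the test at P8, 3 and 1 with the replicate block and 3 and 1 adjusted over the list alone (median −0.11, adjusted p = 0.970 from camera). Pmel, a melanosome protein of strial intermediate cells, stood at −0.88 ± 0.16 at P8 (SE, n = 2 arrays per group, adjusted p = 0.118, 0.0118 with the replicate block). Of 16 genes of strial intermediate cells and melanocytes 15 were lower in the apex at P8 (median −0.31, first set −0.15, second set −0.36, adjusted p = 2.60e-04 from camera), with none past the test over all tested genes and 1 adjusted over the list alone, and the call was lost at adjusted p = 0.185 with an estimated correlation and without the P8 base array of the second set, the median being −0.58, −0.20 and −0.50 without P8 base of the first set and P8 base and P8 apex of the second set, in that order. The 12 strial marginal cell genes had a median of −0.18 at P8 (adjusted p = 0.0109 from camera, adjusted p = 0.185 with an estimated correlation), with none past the test and 1 adjusted over the list alone, and did not pass without the P8 base or P8 apex array of the second set, the median being −0.30, −0.08 and 0.02 without P8 base and P8 apex of the first set and P8 base of the second set, in that order.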

Interestingly, splicing variants of *Kcnma1*, which encodes for the Maxi-K^+^ (BK) channel have been shown to be differentially expressed along the tonotopic axis and also during developmental stages in mice and chicken [8], [30]. *Kcnma1* expression patterns from our microarray data, showing no gradient at P0 and higher expression in the base at P8, did not closely match with previous reports. This may be because the microarray technique did not distinguish the splicing variants, but displayed a summed expression level of all the variants expressed at the time of analysis. 

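Kcnma1, which encodes a calcium-activated potassium channel, had a mean log2 signal at P8 of 8.73 ± 0.09 in the base, 8.69 ± 0.21 in the middle and 8.12 ± 0.22 in the apex (SD, n = 2 arrays). The difference between apex and base at P8 was −0.61 ± 0.21 (log2, SE, n = 2 arrays per group, adjusted p = 0.852 from limma, 0.0873 with the replicate block), past neither test. At P0 it was 0.02 ± 0.21 (adjusted p = 1.00). From P0 to P8 Kcnma1 rose by 1.10 ± 0.12 over the 3 regions (SE, n = 6 arrays per age, adjusted p = 4.54e-04), with 1.40 ± 0.21 in the base (adjusted p = 0.00951) and 0.78 ± 0.21 in the apex (adjusted p = 0.0834, 0.00467 with the replicate block).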

Since differential expressions of specific splice variants have been suggested to contribute to tonotopy [2], it may be necessary to profile the entire transcriptome along the tonotopic axis using deep-sequencing technologies such as the RNA-seq approach [31].

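P2rx3, an ATP-gated channel subunit of sensory neurons, fell by 2.10 ± 0.17 from P0 to P8 (log2, SE, n = 6 arrays per age, adjusted p = 8.26e-05 from limma). Trpa1, a cation channel of sensory neurons, stood at −0.91 ± 0.12 (adjusted p = 0.00115), under the 2-fold threshold, and fell in the apex by 0.95 ± 0.21 (n = 2 arrays per group, adjusted p = 0.0387), both lower bounds at best since its mean at P8 was under the log2 level of 6 in all 3 regions. Of 27 spiral ganglion neuron genes 24 were lower at P8 (median −0.77), 10 past the test and 10 adjusted over the list alone, among them Stmn2 at −2.25 ± 0.26 (adjusted p = 5.56e-04) and the RNA-binding protein gene Elavl3 at −1.06 ± 0.09 (adjusted p = 1.03e-04). The list lay below other genes (adjusted p = 9.15e-09 from limma's camera, adjusted p = 0.0569 with an estimated correlation). Between apex and base at P0 it had a median of 0.26 (first set 0.03, second set 0.32, adjusted p = 0.103 from camera), with none past the test over all tested genes or adjusted over the list alone. Of the 3 measured genes of response to stress in the paper's Table 4, 0 passed the test at P0, 3 had an unadjusted p under 0.05 and 1 passed with the replicate block, with a median of 0.82, not independent evidence since the study chose them on these arrays.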

In Group D (increasing base-to-apex gradient at P0, no gradient at P8), enriched genes were related with multicellular organismal responses to stress including *P2rx3* and *Trpa1*. Consistent with our data, *P2rx3,* encoding the P2X_3_ subunit of ATP-gated ion channels, was shown to be expressed at higher levels in the apical cochlea at P0, and its expression is gradually decreased and no longer detected after the onset of hearing [32]. Similarly, expression of *Trpa1*, a subunit for transient receptor potential (TRP) channels, was greatly increased in the apex at around P0 and then decreased to show no gradient by P6 [13]. These expression changes precede the onset of hearing, suggesting their roles in the acquisition of mature cochlear function such as the mechanosensitivity of the hair cells.

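Of 27 measured axon guidance genes 22 were higher in the apex at P0, with a median of 0.22 (log2, first set 0.31, second set 0.17). None passed over all tested genes, 3 passed with the replicate block and 4 adjusted over the list alone, and the list lay above other genes (adjusted p = 1.06e-07 from limma's camera), a call lost at adjusted p = 0.103 with an estimated correlation, and its median was 0.11 and 0.33 without P0 base of the first set and P0 base of the second set respectively. At P8 2 were higher in the apex past the test and none lower, 4 and 2 with the replicate block and 3 and 1 adjusted over the list alone, with a median of 0.09 (adjusted p = 0.0649 from camera). From P0 to P8 the list lay below other genes (median −0.27, adjusted p = 3.31e-04 from camera, adjusted p = 0.155 with an estimated correlation), with 1 up and 3 down by both adjustments, among them the netrin receptor gene Unc5d at −1.13 ± 0.08 (SE, n = 6 arrays per age, adjusted p = 3.82e-05). Of the genes that the paper's Table 4 names for Group E, 4 of 6 measured genes of neuron differentiation passed at P8 as higher in the apex, 2 of 5 of sensory organ development and 6 of 11 with a glycosylation site. All of these passed with the replicate block at P8, and 4, 3 and 9 also at P0, not independent evidence since the study chose them on these arrays. 

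**Figure D6:**
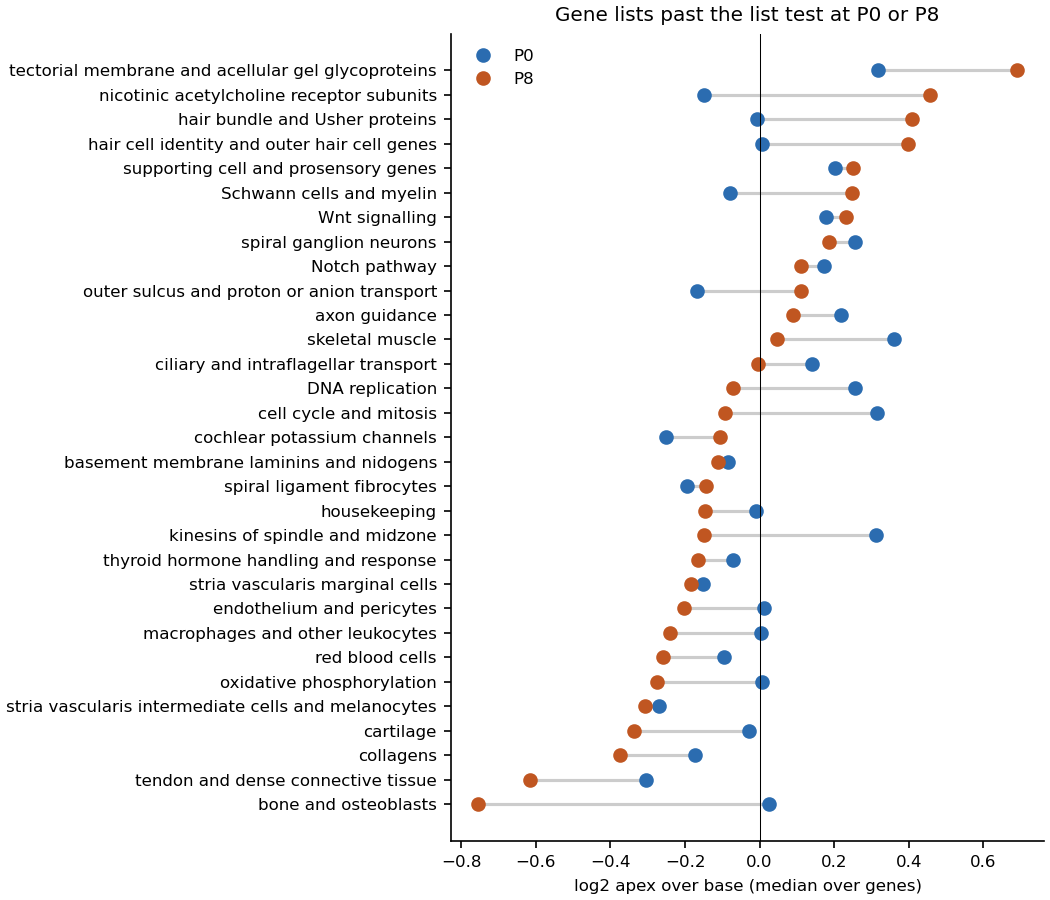
Median log2 difference of apex over base for each gene list past limma's camera test with the preset correlation at P0 or at P8, with P0 in blue and P8 in orange. The bone list has the lowest median at P8, −0.75, and the tectorial membrane list the highest, 0.69.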

In Group E (increasing base-to-apex gradient at both P0 and P8), genes associated with neuron differentiation and sensory organ development were enriched, which is consistent with the ongoing maturation processes in the apical cochlea during neonatal stages (Fig. 1) [10], [11].

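Kcnj16, an inward rectifier that pairs with Kcnj10, was lower in the apex at P0, at −0.81 ± 0.26 (log2, SE, n = 2 arrays per group, adjusted p = 1.00 from limma, 0.0304 with the replicate block), and Kcne1 stood at −0.68 ± 0.69 (adjusted p = 1.00, 0.0304 with the replicate block). The SE of Kcne1 includes the offset between dissection sets. Its log2 signal went from 8.88 in the base to 8.20 in the apex in the first set. In the second set it went from 9.98 to 9.30. Pkp1, a desmosome protein, had −1.20 ± 0.21 (adjusted p = 0.296, 0.00761 with the replicate block). With that block, Kcnj16 did not pass without the P0 apex, P0 base or P8 base array of the first set. Pkp1 did not pass without either of the P0 arrays named. These fits were chosen after seeing the data. Of 17 genes of outer sulcus and proton or anion transport 15 were lower in the apex at P0 (median −0.17, first set −0.14, second set −0.23), none past the test over all tested genes, 4 with the replicate block and 4 adjusted over the list alone. Of 18 cochlear potassium channel genes 13 were lower (median −0.25), 3 with the replicate block and 1 adjusted over the list alone, and of 12 spiral ligament fibrocyte genes 8 (median −0.20), 1 adjusted over the list alone. These 3 lists lay below other genes (adjusted p = 1.31e-07, 0.00196 and 7.41e-04 from limma's camera), calls lost at adjusted p = 0.0998, 0.103 and 0.103 with an estimated correlation, and the channel list also did not pass without the P0 base array of the second set. The median was −0.41, −0.09 and −0.30 without P0 base of the first set and P0 base and P0 apex of the second set, in that order, for the outer sulcus list, −0.17, −0.14 and −0.48 without P0 apex of the first set and P0 base and P0 apex of the second set, in that order, for the channel list, and −0.08 and −0.40 without P0 apex of the first set and P0 apex of the second set respectively for the ligament list. The 16 genes of strial intermediate cells had a median of −0.27 at P0 (adjusted p = 0.00923 from camera, adjusted p = 0.293 with an estimated correlation), 1 of them higher adjusted over the list alone, and did not pass without the P0 base or P0 apex array of the second set, the median being −0.42 and −0.13 without P0 base of the first set and P0 base of the second set respectively. The medians of the marginal and basal cell lists of the stria were −0.15 and 0.08 (adjusted p = 0.105 and 0.357 from camera, 0.0192 with the replicate block for marginal cells, adjusted p = 0.211 with an estimated correlation and the block). At P8 the outer sulcus, ligament and basal cell lists had medians of 0.11, −0.14 and 0.17 and none passed (adjusted p = 0.188, 0.0649 and 0.0564 from camera). In the paper's Table 4, 0 of 9 measured ion transport genes and 0 of 8 cell adhesion genes of Group G passed at P0, 7 and 8 had an unadjusted p under 0.05 and 4 and 3 passed with the replicate block, not independent evidence since the study chose them on these arrays.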

In Group G (decreasing base-to-apex gradient at P0, no gradient at P8), genes related to ion transport and cell adhesion were enriched. For most genes in this group, the expression gradient at P0, higher in the base, was lost at P8 due to increased expression of these genes towards the apex during the postnatal development. 

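Atp6v0a4 rose in the apex by 2.50 ± 0.36 from P0 to P8 (log2, SE, n = 2 arrays per group, adjusted p = 0.00607 from limma), with 0.85 ± 0.36 in the base (adjusted p = 0.320, 0.00489 with the replicate block). Gjb6 rose in the apex by 1.93 ± 0.20 (adjusted p = 0.00145) and in the base by 0.94 ± 0.20 (adjusted p = 0.0386), and Kcnj16 by 2.51 ± 0.26 and 1.99 ± 0.26 (adjusted p = 0.00130 and 0.00474). No gene was in this group by the test without a block, so that the genes here are those with the replicate block and those of the paper. Of the 35 genes with the replicate block, 21 rose and 3 fell in the apex, and 15 rose and 8 fell in the base past the test of P8 against P0 with that block, with median changes of 0.88 in the apex and 0.13 in the base. This group was much smaller without the P0 apex, P0 base or P8 base array of the first set, fits that leave 1 array in a group. The paper's Group G held 40 measured genes, of which 20 rose and 2 fell in the apex and 11 rose and 6 fell in the base past the test, not independent evidence since the group was chosen on these arrays. Genes taken by their folds in 1 dissection set and measured in the other, which avoids choosing and measuring on the same arrays, had median changes of 0.04 in the apex and 0.06 in the base when taken in the first set, and of 0.48 and 0.49 when taken in the second. 

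**Figure D7:**
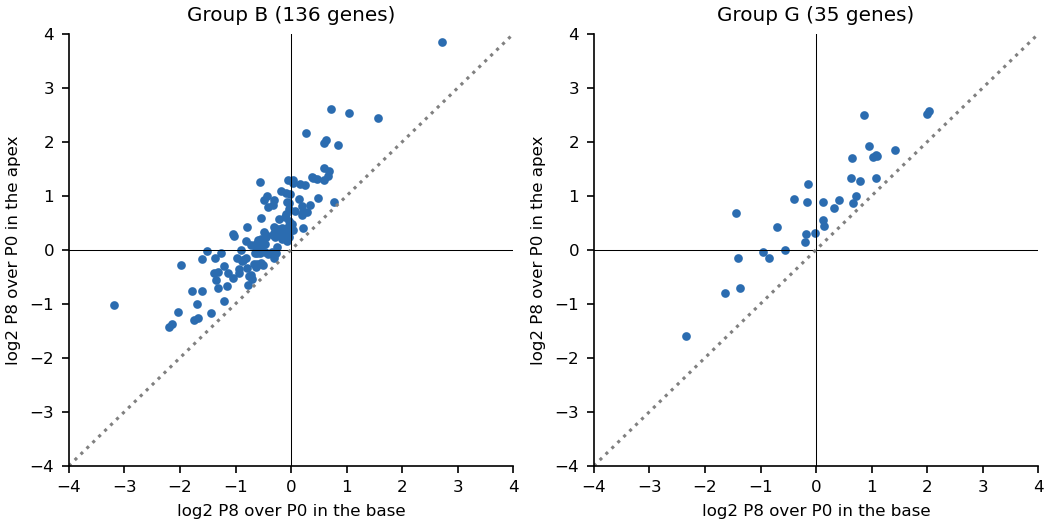
Log2 difference of P8 over P0 in the base (x axis) and in the apex (y axis) for the genes of Group B and of Group G past the test with the replicate block, with a dotted line where both are equal. By the definition of Groups B and G their points lie above the line, with a median of 0.88 in the apex for Group G.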

Since ion transport and cell adhesion molecules are closely associated with cochlear remodeling and function, this expression pattern may be related with the base-to-apex wave of cochlear maturation. Consistently, these gene sets were also shown to be enriched in Group A2, in which genes are up-regulated at P8, showing no gradient.

Finally, in Groups F (higher expression in the apex at P0 and in the base at P8), H (higher expression in the base at P0 and in the apex at P8) and I (higher expression in the base at both P0 and P8), no functionally related genes were significantly enriched.

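A2m, the protease inhibitor α2-macroglobulin, was lower in the apex at P0, at −1.42 ± 0.29 (log2, SE, n = 2 arrays per group, adjusted p = 0.411 from limma, 0.0139 with the replicate block), and at P8, at −1.32 ± 0.29 (adjusted p = 0.235, 0.00794 with the replicate block). Hoxa2 stood at −1.67 ± 0.27 at P0 (adjusted p = 0.272, 0.00959 with the replicate block), Kcna4, a potassium channel subunit, at −1.08 ± 0.23 (adjusted p = 0.411, 0.0204 with the replicate block) and Cyp3a13, a cytochrome P450, at −1.47 ± 0.38 (adjusted p = 0.706, 0.00125 with the replicate block). The apex means of these 3 genes at P0 were under the log2 level of 6, so that their differences are lower bounds. Fcrlb, an Fc receptor-like protein, was lower in the apex at P0, at −1.62 ± 0.22 (adjusted p = 0.147, 0.00761 with the replicate block), and higher at P8, at 1.01 ± 0.22 (adjusted p = 0.217, 0.0256 with the replicate block). These genes differed in the named direction in both dissection sets, though they were chosen on these arrays. Listed after their values were seen, the genes lower at both ages with the replicate block were A2m, Cyp3a13, Hoxa2, Kcna4 and Ppp1r1b, those that reversed were Fcrlb and Strip2, and none was higher in the apex at P0 and lower at P8.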

### Confirmation of Expression Patterns for Selected Genes by in Situ Hybridization

We next performed in situ hybridization for selected genes to confirm their differential expression patterns along the tonotopic axis. We selected a few genes previously shown to be expressed in the cochlea such as *Chrna10*, *Ptprq*, *Kcnj10*, *Tectb*, and *Tnc*, as well as a few genes that exhibited higher fold changes along the tonotopic axis among the newly identified genes from our analysis such as *A2m*, *Nov*, and *Fst*.

We first performed in situ hybridization on *Chrna10*, *Ptprq*, *Kcnj10*, and *Tetcb*, whose expression patterns have previously been reported, to confirm our microarray results [26], [27], [33], [34]. Expression domains of these genes within the neonatal cochlea were consistent with the previous reports, and their graded expression patterns along the tonotopic axis generally matched with the microarray data (see Fig. S1 and Fig. S2 for details). Expression pattern of *A2m* was also consistent with the microarray data (Fig. S2).

We next examined the expression patterns of the few newly identified genes from our microarray analysis. We found that *Nov* (*nephroblastoma overexpressed gene*), identified in Group B, was expressed in the basilar membrane with no obvious gradient at P0 and in an increasing base-to-apex gradient at P8, consistent with the microarray results (Fig. 4C,D, arrows). The *Nov* (also called as *CCN3*) gene encodes for a matricellular protein that associates with the extracellular matrix and mediates a variety of cellular functions including proliferation, differentiation, survival, migration and cytoskeleton reorganization [35]. Since the structural organization of the extracellular matrix regulates the mechanical properties of the basilar membrane, gradual changes in *Nov* expression may contribute to the frequency tuning of the basilar membrane [5]. The expression pattern of *Nov* in the basilar membrane was compared with that of *Tnc*, which encodes the glycoprotein tenascin C and has been shown to be expressed in the developing mouse cochlea including the basilar membrane [36]. *Tnc* was strongly expressed in the hair cells and the basilar membrane along the cochlear duct at P0 (Fig. 4A,B). While *Tnc* expression in the hair cells was downregulated at P8 (Fig. 4A,B, arrowheads), its expression in the basilar membrane continued in an increasing base-to-apex gradient at P8, consistent with the microarray results (Table 1). The specific expression in the basilar membrane with gradual changes along the cochlear duct of *Nov* and *Tnc* suggest that these extracellular matrix proteins may be involved in the developmental regulation of the basilar membrane, specifying differential properties along the tonotopic axis.

**Figure 4:**
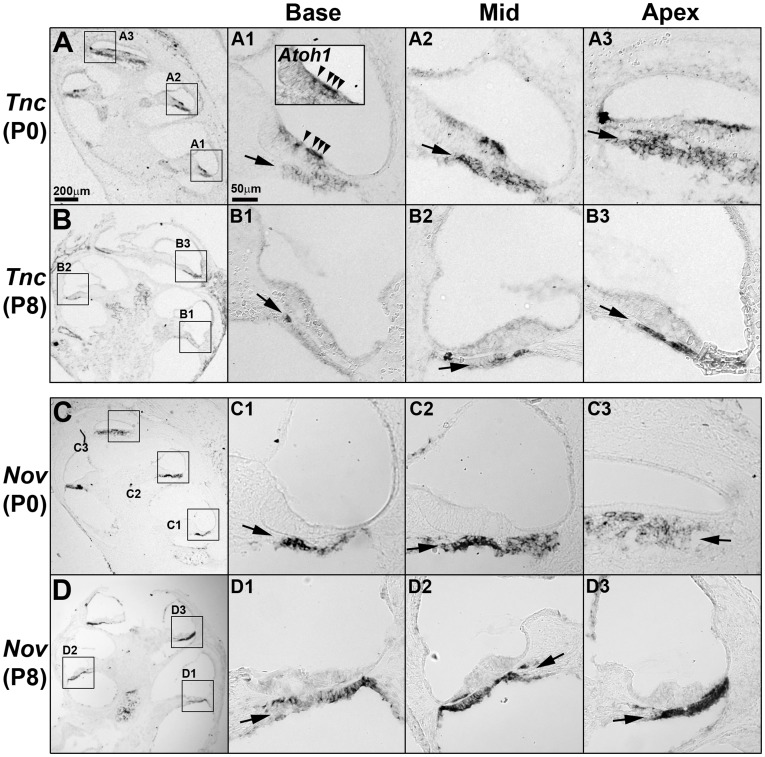
Expression patterns of *Tnc* and *Nov* in the cochlea during neonatal development. Expression patterns of *Tnc* (A,B) and *Nov* (C,D) were examined by in situ hybridization at P0 (A,C) and P8 (B,D). (A,B) *Tnc* transcripts were observed in the basilar membrane in an increasing gradient toward the apex at both P0 and P8 (A1–B3, arrows). *Tnc* expression was also positive in the differentiating hair cells (*Atoh1* expression domain) at P0 (inset in A1, arrowheads), but was down-regulated at P8. (C,D) *Nov* was expressed in the basilar membrane at P0 and P8. *Nov* expression levels were relatively constant at P0 along the cochlear duct and gradually decreased toward the apex by P8 (D). Scale bar in A (200 µm) applies to B, C, and D; scale bar in A1 (50 µm) applies to A1–A3, B1–B3, C1–C3, and D1–D3.

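The mean log2 signal of Fst was 7.95 ± 0.22 in the base, 8.83 ± 0.12 in the middle and 10.03 ± 0.16 in the apex at P8 (SD, n = 2 arrays), and 9.19 ± 0.04 in the middle at P0 (SD, n = 2). For P8 over P0 Fst stood at −0.47 ± 0.09 (log2, SE, n = 6 arrays per age, adjusted p = 0.00746 from limma), under the 2-fold threshold. Of 31 measured BMP and TGF-beta signalling genes, Fst was the 1 gene past the test between apex and base at either age, also adjusted over the list alone, with medians of the list of 0.07 at P0 and 0.03 at P8 (adjusted p = 0.105 and 0.580 from limma's camera). Bmp4, a growth factor that follistatin binds, was 0.56 ± 0.60 at P0 (adjusted p = 1.00, 0.0635 with the replicate block) and 0.41 ± 0.60 at P8 (adjusted p = 1.00, 0.132 with the replicate block), and Bmp7 was 0.30 ± 0.66 and 0.45 ± 0.66 at these ages (SE, n = 2 arrays per group, adjusted p = 1.00 and 1.00). These SE include the offset between dissection sets. At P0 the log2 signal of Bmp4 went from 9.20 in the base to 9.77 in the apex in the first set. In the second set it went from 10.17 to 10.71. From P0 to P8 Bmp6 rose by 1.98 ± 0.26 (SE, n = 6 arrays per age, adjusted p = 9.44e-04), the 1 gene of the list past that test, also adjusted over the list alone. The list lay above other genes with age (median 0.13, adjusted p = 0.0481 from camera), a call lost at adjusted p = 0.126 with the replicate block, at adjusted p = 0.168 with an estimated correlation and in 7 of the 12 fits without 1 array, and its median was 0.09, 0.08, 0.06, 0.08 and 0.05 without P8 middle of the first set and P0 middle, P0 apex, P8 middle and P8 apex of the second set, in that order.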

We also examined the expression patterns of *Fst* (*Follistatin*), a TGF-β/BMP antagonist, which was identified in Group E and displayed high fold-changes along the tonotopic axis at both P0 and P8 (Table 1 and 2). *Fst* expression was barely detected in the basal turn of the cochlear duct, began to be observed in the lateral side of the lesser epithelial ridge (LER) in the middle turn and then expanded to the entire LER in the apical turn at both P0 and P8 (Fig. 5A,B, brackets). Since *Bmp4* and *Bmp7* are also expressed in the LER region (Fig. 5D) [37], the gradual expansion of the *Fst* expression domain implies gradual decreases of BMP activities toward the apex. We then asked when this graded *Fst* expression pattern is established. At E15.5 when cochlear morphogenesis is almost complete, the graded expression patterns of *Fst* were comparable to those observed at P0 and P8 (Fig. 5C). Thus, we examined the inner ears at E10.5, when the primordial cochlear structure just begins to form in the ventral aspect of the otocyst. When examined from dorsal to ventral sections of the otocyst, *Fst* expression was not detected in the vestibular structures (Fig. 5E1–E3), and began to be faintly observed at the level where *Bmp4* and *Lfng* were expressed in the lateral and medial side of the developing cochlea, respectively (Fig. 5F1–F3) [38]. *Fst* expression became stronger and broader toward the apical cochlear sections, while *Bmp4* and *Lfng* expression patterns were not changed (Fig. 5G1–H3, brackets). However, at E9.5 when the cochlear anlage has yet to be developed, *Fst* expression was not detected in the otocyst (data not shown). These results indicate that the longitudinal gradient of *Fst* expression is established at the time of cochlear specification and maintained throughout cochlear development including embryonic and neonatal stages. Considering the role of BMP signaling in hair cell differentiation and inner ear development [37], [39], [40], the graded expression patterns of *Fst* suggest a possible role for Follistatin in the specification of gradually different properties along the cochlear duct such as the tonotopy.

**Figure 5:**
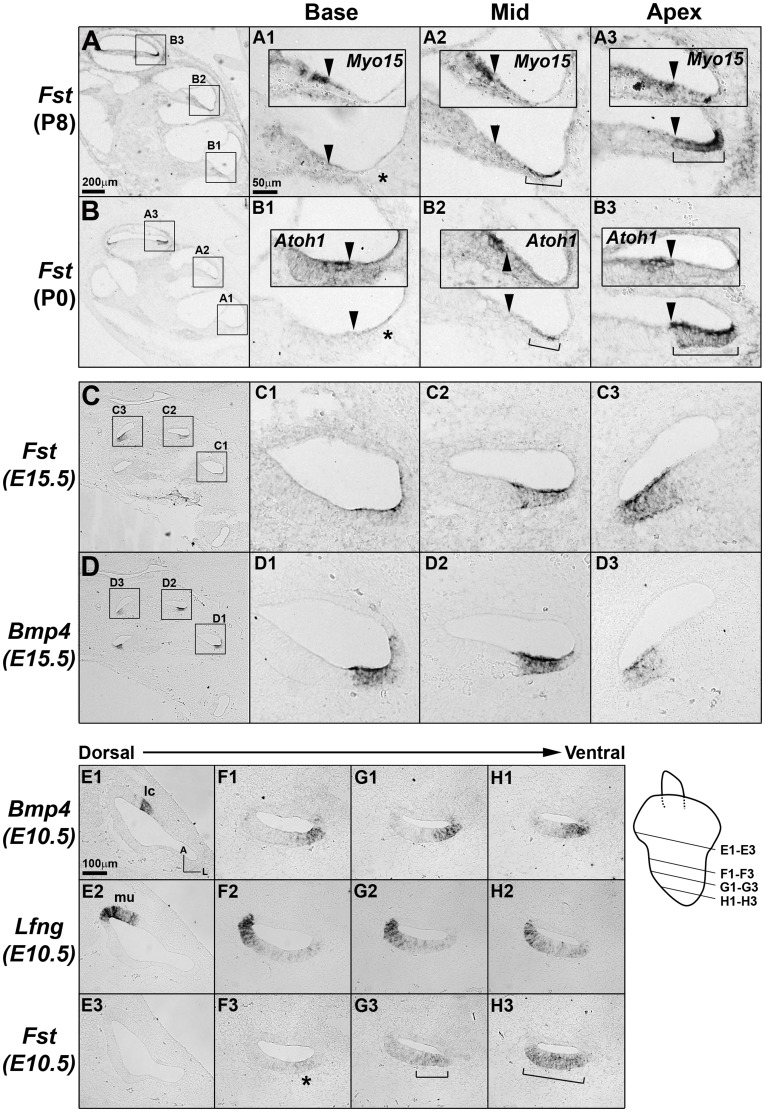
Expression patterns of *Fst* in the cochlea during embryonic and neonatal development. *Fst* transcripts were present in the lesser epithelial ridge (LER) region of the cochlea in an increasing base-to-apex gradient during neonatal (A,B) and embryonic development (C-H). (A,B) At P0 and P8, *Fst* expression was barely detectable in the basal cochlear turns (A1,B1, asterisks), but was evident in the lateral side of the LER in the middle turns (A2,B2, brackets) and its expression domain included the entire LER region in the apical turns (A3,B3, brackets). Insets in A1–B3 show expression domains of *Myo15* or *Atoh1* in the adjacent sections to indicate the location of hair cells. Arrowheads indicate the lateral border of differentiating hair cells. (C,D) *Fst* expression patterns at E15.5 were comparable to those observed at P0 and P8. *Fst* expression domains largely overlapped that of *Bmp4* in the LER area. (E1–H3) The increasing gradient of *Fst* expression patterns in the cochlea was already apparent in the cochlear primordium at E10.5 (F3,G3,H3, asterisk, brackets). *Fst* expression was not detectable in the presumptive vestibular organs including the lateral crista (E1–E3). Expression domains of *Bmp4* (E1,F1,G1,H1) and *Lfng* (E2,F2,G2,H2) indicated the lateral and medial regions of the developing cochlea, respectively. The schematic diagram indicates the level of sections for the pictures shown in E1–H3. Scale bar in A (200 µm) applies to B-D; scale bar in A1 (50 µm) applies to A1–A3, B1–B3, C1–C3, and D1–D3; Scale bar in E1 (100 µm) applies to E1–H3.

### Conclusions

In this study, we applied the microarray technique to identify genes that are differentially expressed along the longitudinal axis of the mouse cochlea during neonatal development. Our analyses identified several candidate genes, which may be involved in cochlear development and acquisition of tonotopy, but have not been appreciated previously. Although the biological relevance of these candidates in cochlear development remains to be determined, the gene expression profiles obtained in this study will be a useful resource for studying various aspects of mammalian cochlear development.

## Materials and Methods

### Tissue Dissection and RNA Extraction

All animals were handled in accordance with the guidelines for the Care and Use of Laboratory Animals of Yonsei University College of Medicine. The protocol for obtaining cochlear samples was approved by the Committee on Animal Research at Yonsei University College of Medicine (#10-104). Eighty temporal bones were dissected from C57BL/6 mice at P0 and P8. After removing the otic capsule, the cochlear tissues including the organ of Corti, spiral limbus, and lateral wall was dissected in sterile, chilled Hanks’ balanced salt solution under a stereomicroscope (Olympus SZX10). The cochlear tissues were divided into three equal pieces representing the base, middle and apex, and pooled separately (P0-base, P0-middle, P0-apex, P8-base, P8-middle, P8-apex). The pooled cochlear tissues were homogenized with a micro-homogenizer (Microtec, Chiba, Japan), and total RNA was extracted using an RNeasy Mini Kit (Qiagen, Hilden, Germany). The quality and quantity of the extracted total RNA was measured using the Total RNA Nano Assay (Agilent Technologies, Palo Alto, CA, USA). The same procedure was repeated to obtain additional biological replicates for each cochlear sample (P0-base, P0-middle, P0-apex, P8-base, P8-middle, P8-apex).

### Microarray Data Analysis

Gene expression profiles were generated using the Affymetrix GeneChip© Mouse Gene 1.0 ST oligonucleotide arrays (Affymetrix, Santa Clara, California). RNA samples isolated from two biological replicates were sent to the local Affymetrix GeneChip© service provider (DNA LINK, Seoul, Korea). Three hundred nano-grams of high quality total RNA was converted into double-stranded cDNA using a random hexamer conjugated with a T7 promoter sequence. Amplified RNA (cRNA) was generated from the double-stranded cDNA using an in vitro transcription (IVT) reaction and then re-converted into cDNA with a mix of dNTPs containing dUTP. This cDNA was then fragmented by uracil-DNA glycosylase (UDG) and APE1 restriction endonucleases and labeled with a biotinylated dideoxynucleotide via a terminal transferase reaction. End-labeled cDNA was hybridized for 16 hours at 45° and 60 rpm according to the Gene Chip Whole Transcript (WT) Sense Target Labeling Assay Manual (Affymetrix). After hybridization, the chips were stained and washed in a Genechip Fluidics Station 450 (Affymetrix) and scanned using a Genechip Array scanner 3000 7G (Affymetrix). Affymetrix Command Console Software version 1.1 was used to process the raw images into CEL files. Gene expression estimates were normalized using the robust multiarray averaging (RMA) method. Microarray data were deposited in the GEO database (#GSE34187) and followed MIAME requirements.

Genes showing an average fold-change greater than 1.5 (*p*<0.05, unpaired t-test) between the base and the apex and exhibiting a log-transformed gene expression level greater than 6 were considered to be significantly differentially expressed. The differentially expressed genes were further classified into nine groups based on the fold-changes along the tonotopic axis (base vs. apex) and during neonatal development (P0 vs. P8) (Fig. 2). Gene lists in each group were subjected to functional annotation clustering analysis using the Database for Annotation, Visualization, and Integrated Discovery (DAVID) (http://david.abcc.ncifcrf.gov/home.jsp). The analysis was performed by following the procedure previously described [22]. Biological annotations with an enrichment score of >1.5, P-value (<0.01) and false discovery rate (FDR, ≤5%) were considered biologically interesting (Table 4).

### Quantitative Real-time PCR

Quantitative real-time PCR (qRT-PCR) was performed to confirm the microarray data. RNAs purified from three biological replicates for each of the cochlear samples (two biological replicates used for the microarray analysis and one additional (third) biological replicate collected on a small scale) were used for qRT-PCR. cDNAs were synthesized from each RNA (2 µg) sample using poly (dT)_20_ and the Superscript III RT kit according to manufacturer’s instructions (Invitrogen). No-RT controls were not included. cDNAs were diluted three times with water and the same amount of cDNAs were used for all PCR reactions. qRT-PCR for 22 selected genes was performed in triplicate wells using SYBR Green PCR Master Mix and the ABI 7500 machine (Applied Biosystems, Carlsbad, California). The samples were denatured at 94°C for 10 minutes and then subjected to 40 cycles of denaturing at 94°C for 15 seconds and annealing and extension at 60°C for 1 minute. We normalized gene expression level (ΔCt) with β-actin (*Actb*). Relative expression levels were determined by comparative methods (ΔΔCt). Relationships between the microarray data and qRT-PCR were assessed with Pearson correlation coefficient (r) (Table 3). Primers used for qRT-PCR were designed by using the Primer3 program [41]. At least one primer (either forward or reverse) was designed to include an exon-exon junction sequences to avoid amplification of genomic DNA. All the primer sequences are listed in Table S3.

### Phalloidin Staining and Measurement for the Angles of Stereociliary Bundles

Stereociliary bundles were visualized by staining the organ of Corti with Alexa Fluor® 488 Phalloidin (Invitrogen) at P0, P4, P8 and P21. Pictures were taken from 10%, 30%, 50%, 70%, and 90% positions from the basal end of the cochlea duct using a confocal microscopy (Zeiss LSM700). The angle formed by two lines drawn along the medial side of the hair bundles of outer hair cells was measured using the Image J program (National Institutes of Health, USA) (Fig. 1B). Angles for at least thirty outer hair cells were measured for each cochlear region and plotted as a function of relative distance from the basal end of the cochlea.

### In Situ Hybridization

In situ hybridization was performed as previously described [38]. Probes for *Atoh1* [42], *Myo15* [43], *Bmp4* and *Lfng* [38] were prepared as previously described. RNA probes for *Fst* were generated from a 313 base pair (bp) mouse *Fst* cDNA containing the +36 to +348 coding region (MN_008046); for *Tnc*, from a 404 bp mouse *Tnc* cDNA containing the +5835 to +6060 coding region and 178 bp 3′ untranslated region (NM_011607); for *Nov*, from a 966 bp mouse *Nov* cDNA containing the 38 bp 5' untranslated region and +1 to +928 coding region (NM_010930); for *Chrna10*, from a 645 bp mouse *Chrna10* cDNA containing the +882 to +1344 coding region and 182 bp 3′ untranslated region (NM_001081424); for *Ptprq*, from a 455 bp mouse *Ptprq* cDNA containing the 2 bp 5' untranslated region and +1 to +453 coding region (NM_001081432); for *Kcnj10*, from a 714 bp mouse *Kcnj10* cDNA containing the +749 to +1140 coding region and 322 bp 3′ untranslated region (NM_001039484); for *Tectb*, from a 406 bp mouse *Tectb* cDNA containing the +801 to +990 coding region and 216 bp 3′ untranslated region (NM_009348); for *A2m*, from a 1018 bp mouse *A2m* cDNA containing the 180 bp 5' untranslated region and +1 to +1000 coding region (NM_175628).

## Supporting Information

Figure S1 **Expression patterns of** ***Tectb, Chrna10,*** **and** ***Ptprq*** **in the cochlea during neonatal development.** Expression patterns of *Tectb* (A,B), *Chrna1* (C,D) and *Ptprq* (E, F) were examined by in situ hybridization at P0 (A,C,E) and P8 (B,D,F). (A,B) *Tectb* was classified in Group E showing increasing gradients towards the apex at both P0 and P8. Consistent with the microarray data, *Tectb* showed higher expression towards the apex at both P0 (A1–A3) and P8 (B1–B3). In the middle turn of P0 cochlea, *Tectb* expression was found in the lateral margin of greater epithelial ridge, pillar cells, and the third row of Deiter’s cells, consistent with a previous report [26]. Expression domains of *Tectb* were either diminished in the base or expanded in the apex (A1–A3). At P8, *tectb* expression in the pillar cells was disappeared and its increasing gradient towards the apex maintained (B1–B3). (C, D) *Chrna10* was classified in Group B showing no gradient at P0 and an increasing gradient towards the apex at P8. Consistently, *Chrna10* is expressed in the differentiating hair cells relatively constantly along the tonotopic axis at P0 (C1–C3) and in an increasing gradient towards the apex at P8 (D1–D3). (E, F) *Ptprq* was also classified in Group B showing no gradient at P0 and an increasing gradient towards the apex at P8. However, *Ptprq* transcripts are observed in the differentiating hair cells with slightly higher expression in the base at P0 (E1–E3, arrowheads), which represents the qRT-PCR results more rather than the microarray data (Table 3). At P8, *Ptprq* transcripts are observed in an increasing gradient towards the apex at P8, consistent with the microarray and qRT-PCR results (F1–F3). Both *Ptprq* and *Chrna10* were down-regulated in the base at P8, which may reflect the base-to-apex progression of hair cell maturation.
(TIF) Click here for additional data file.

Figure S2 **Expression patterns of** ***A2m*** **and** ***Kcnj10*** **in the cochlea during embryonic and neonatal development.** Expression patterns of *A2m* (A,B) and *Kcnj10* (C,D) were examined by in situ hybridization at P0 (A,C) and P8 (B,D). (A,B) *A2m* was classified in Group I showing decreasing gradients towards the apex at both P0 and P8. Consistent with the microarray data, *A2m* transcripts are observed in the Reissner’s membrane in a decreasing gradient toward the apex at P0 (A1–A3). Interestingly, *A2m* expression is no longer detected in the Reissner’s membrane at P8, but is observed in the spiral ligament area retaining the decreasing gradient toward the apex (B1–B3). *Kcnj10* was classified in Group A1 showing no gradient at both P0 and P8 with up-regulation at P8. Consistent with the microarray data, *Kcnj10* expression was barely detected in the P0 cochlea, but clearly observed in the stria vascularis and the organ of Corti at P8.
(TIF) Click here for additional data file.

Table S1 **Complete list of the differentially expressed genes between apex and base of the mouse cochlear at P0 or P8.**
(XLSX) Click here for additional data file.

Table S2 **Complete list of genes in each group (Groups A to H), classified based on spatial and temporal expression patterns.**
(XLSX) Click here for additional data file.

Table S3 **Primer sets used for qRT-PCR.**
(DOCX) Click here for additional data file.

# Supplementary material for: Developmental Gene Expression Profiling along the Tonotopic Axis of the Mouse Cochlea
**Source:** PLoS One. 2012 Jul 12;7(7):e40735. doi: 10.1371/journal.pone.0040735
**Supplement:** Table S3 — Primer sets used for qRT-PCR.

Supplemental Table S3. Primer sets used for qRT-PCR

| **Gene** | **Forward primer** | **Reverse primer** |
| --- | --- | --- |
| *Actb* | CTTCTTGGGTATGGAATCCTG | TCAGGAGGAGCAATGATCTTG |
| *Stmn2* | CATCTACACCTACGACGACATG | TTTTCTGAATCTCCTCCAGAGAC |
| *Tnmd* | CCCACTCTAATAGCAGTTTCAG | AGGTCTTCCTCGCTTGCTTG |
| *Crym* | TTCTGTTGTCAGGGGCTGAC | TGGCTGCAACCAGGTCTTC |
| *Pdzrn4* | CCCGACATGCAGCTGGATG | TTCTCCTGGTTGTTGGAAGAG |
| *Cdh4* | GAGACTTCATTAATGAGGGACTC | CCCAGTCATTTAAGTAGTCGTAATC |
| *Slco1a4* | ATAAATAGCTTCAGGCGCATTTAC | ACTTGCTTTCCTTCGCAGTG |
| *Hoxa2* | TGCCTCGGCCACAAAGAATC | CTCTCGGTCAAATCCAGCAG |
| *A2m* | GGTGTGTCTACCTCCAGACATC | GAACGGCTTCCAATGTAACTG |
| *Ppp1r1b* | CCATCACTGAAAGCTGTGCAG | TTCTTCTTCGTCCTCCTCTTC |
| *Ccnb1* | CCTCACAAAGCACATGACTGTC | ATGGTGCCAACTGCATCTG |
| *Kcnj10* | CACCTTCGAGCCAAGATGAC | CAGCAATGTGCTCCATTCTC |
| *Kcnq1* | AGGGTGGAAGACAAGGTGAC | CACAGTCAGTTGTTCGTAGGTG |
| *Chrna10* | CTCTTTCTCCCTGCAGAGTG | CAGGTACAAGGTCAGCACTTG |
| *Ptprq* | TTGAGAAAGGACGGATCAGATG | ATGCAGTCTCCATGCCTTTC |
| *Fzd4* | CAGCCAGCTGCAGTTCTTC | ACATGTGGTTGTGGTCGTTC |
| *Tecta* | TTAGG AGAAAAAGGC TGGACTG | CACTGAAGAATTAGAGGCTCTG |
| *Nrcam* | GACGTTTGGAGAA TACAGTGATG | TTCCCTCTGCTGGCTCTTTC |
| *Ush1c* | CTTCTGCGAATCAAGAAGGAG | CCAGGGTGTAGTCCGTCAC |
| *Fst* | GAGGGAAAGTGTATCACAAAGTC | AGCTTCCTTCATGGCACACTC |
| *Otog* | TGACCTCTGCCAATCAGGAG | TTGCAGTGCACAGTGCATTG |
| *Tectb* | GCTGCTTTTGACCAGAGAGTG | CAAGACCACTTTGAACCGAAC |
| *Atp6v0a4* | GGCTCACGCTGAGCTGTC | TGGAATTCCACCCAATGCAG |

How the deposited data were processed for this re-analysis (not part of the article)

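The data are 12 Affymetrix GeneChip Mouse Gene 1.0 ST arrays from cochleae of C57BL/6 mice at P0 and P8, each hybridized with pooled RNA of the base, the middle or the apex. Each age was dissected in 2 sets of about 80 temporal bones, so that each of the 6 groups of age and region holds 1 array from the first and 1 from the second dissection set. The authors removed the otic capsule, took the organ of Corti, spiral limbus and lateral wall together, and divided the tissue into 3 pieces. They turned the scanned images into probe signals with the Affymetrix Command Console Software and estimated expression with robust multiarray averaging (RMA), for which no version is given. The values used here are these RMA signals on the log2 scale, and it is not stated whether both dissection sets went through 1 run of RMA. The log2 scale was checked from the range of the values and from the folds of the paper's Table S1. Probe-level data were not used here, and the signal of each array had a median of 7.21 to 7.29 over all entries.

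Of 35556 entries, 21789 carried 1 gene symbol. Entries with several symbols (1621) and with none (12146) were left out, because their signal cannot be given to 1 gene. Genes with a mean log2 signal above 6 in at least 1 of the 6 groups were tested, the level that the paper's methods name, and a gene with several entries is represented by the one with the highest mean over the 12 arrays. This left 16307 genes, of which 16254 were matched to the reference annotation by their Entrez identifier. The first dissection set and the second give 2 arrays per group, and the SD between them had a median of 0.209 on the log2 scale and a 90th percentile of 0.493, which with the number of arrays sets the precision.

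Differences were tested with limma 3.58.1 in R 4.3.3, by lmFit and eBayes in 1 fit with the 6 group means, so that all groups share 1 estimate of the spread (6 residual and 2.78 prior degrees of freedom). The contrasts were apex over base at P0 and at P8, P8 over P0 as the mean of the 3 regions and within the base and the apex, and the change of the apex-base difference from P0 to P8. A gene passed at a Benjamini-Hochberg adjusted p under 0.05 over all tested genes with a fold of at least 1.5, or of at least 2 for P8 over P0 over the 3 regions, and the change of the apex-base difference had no fold threshold. A difference with a mean under the log2 level of 6 on its lower side is given as a lower bound, and none is read where both sides are under it. There was no block in this fit, since the paper's methods name an unpaired test. The paper gives the pool that base, middle and apex of 1 age and set share. The dissection set was also fitted as a replicate block, and the pool of each age as a further block. Both blocks were set before the data were examined. The arrays of 1 set shared deviations across genes, with correlations of 0.544 to 0.916 over 15 pairs of groups. The second principal component, 36.4% of the variance, separated the sets. Groups A to I follow the paper's definitions, with a gradient meaning a gene past the test at that age, no gradient meaning a fold under 1.5, and a gene with a larger fold that did not pass left unclassified. Shares have 95% Clopper-Pearson intervals, which take genes as independent although they were measured on the same arrays. Array folds were set beside the paper's qRT-PCR folds of Table 3 with Pearson's r and Spearman's rho, with 100000 permutations. Tables and figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and matplotlib 3.10.9.

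Gene lists were fixed before the data were examined and tested with limma's camera, with a preset correlation between members of 0.01 and again with an estimated correlation, and the p was adjusted over the lists within each contrast. Counts of members past the test are given over all tested genes and adjusted over the list alone. The 42 lists are cell cycle and mitosis, DNA replication, replication-dependent histones, kinesins of spindle and midzone, ciliary and intraflagellar transport, collagens, basement membrane laminins and nidogens, matricellular and elastic fibre proteins, tectorial membrane and acellular gel glycoproteins, hair cell identity and outer hair cell genes, hair bundle and Usher proteins, supporting cell and prosensory genes, Notch pathway, stria vascularis marginal cells, stria vascularis intermediate cells and melanocytes, stria vascularis basal cells and tight junction, spiral ligament fibrocytes, outer sulcus and proton or anion transport, spiral ganglion neurons, Schwann cells and myelin, bone and osteoblasts, cartilage, tendon and dense connective tissue, skeletal muscle, red blood cells, macrophages and other leukocytes, endothelium and pericytes, vestibular and otoconial genes, anterior Hox genes, BMP and TGF-beta signalling, Wnt signalling, sonic hedgehog signalling, retinoic acid metabolism, thyroid hormone handling and response, axon guidance, cochlear potassium channels, nicotinic acetylcholine receptor subunits, interferon response and antigen presentation, oxidative phosphorylation, imprinted growth network, sex-linked expression and housekeeping genes. For the gene sets of the paper's Table 4, which were chosen on these arrays, members past the test were counted and no enrichment was tested. The genes named in the text are every gene that the paper's results name in prose, the 10 genes with the largest fold up and the 10 with the largest fold down among those past the test and changed the same way in both dissection sets (for each of apex over base at P0, apex over base at P8 and P8 over P0), 2 to 4 examples from each gene list that is described, taken as the members with the smallest p in that contrast, and the 5 largest each way past the test for the change of the apex-base difference. Some genes that the paper names are not reported here. Any other gene is said where it stands to be named after its values were seen.

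The analysis was tested on simulated data with the noise of these arrays. With noise shared within each dissection set, the fit without a block recovered 1.49%, 31.3% and 66.2% of genes changed by a fold of 1.575, 2.1 and 3.15 between apex and base at P0, and the fit with the replicate block 63.2%, 98.5% and 100%. For the change of the apex-base difference the block recovered 14.4%, 83.6% and 99.5%, and no fit made more than 10.7 false calls per run. With independent arrays the block recovered less, 4.98%, 50.2% and 81.3% at P0 against 7.96%, 56.7% and 84.3% without it. For the change at a fold of 3.15 it was 18.7% against 39.9%. In the data the noise shared within a set varied between pairs of groups (correlations of 0.544 to 0.916), so these recoveries may not hold there. A list with raised members passed camera in 20 of 20 runs, and of 41 unchanged lists per run 0 passed. This rate cannot be carried over to the calls with the preset correlation in the data. There 15, 22 and 22 lists passed at P0, at P8 and between the ages, and 0, 5 and 8 with an estimated correlation.

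Alternatives set before the data were examined were the replicate block, the pool of each age as the block, the methods' unpaired t-test with and without Benjamini-Hochberg adjustment, limma at an unadjusted p, only the arrays of the groups compared, 3 other filters on the signal, all entries whether named or not, the mean of a gene's entries, quantile normalization, centring each array on its median, an intensity trend with robust variance, no fold threshold, leaving out each array in turn, each dissection set alone, and the estimated correlation for lists. Folds set beside the paper's were also averaged on the linear scale and as the mean of the ratios of the 2 sets, with 54 and 53 of 63 folds of Table 3 within 5% of the paper's against 63 by the log2 means, and the qRT-PCR relation was also computed without the genes of Group A. Leaving out 1 of 3 arrays together with the replicate block, and a 1-sided form of the methods' t-test, were added after seeing the data. The 3 arrays stood apart from the other array of their group, the P0 apex array of the first set in skeletal muscle and cartilage genes, the P0 base array of that set in genes near the floor of the array, and the P8 base array of that set in short transcripts.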

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

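The fits with the replicate block that leave out 1 array were chosen after the data were seen, and the other tests in this part were set before. With the dissection set as a replicate block, the apex-base difference changed between P0 and P8 in 29 genes, 23 towards the apex and 6 towards the base, by a test of the change itself in limma. The largest changes towards the apex were 2.63 ± 0.28 (adjusted p = 0.0110) for Fcrlb, an Fc receptor-like protein, 2.45 ± 0.27 (adjusted p = 0.0110) for Strip2, 2.17 ± 0.16 (adjusted p = 5.84e-04) for Tecta, 2.12 ± 0.32 (adjusted p = 0.0366) for Pkhd1l1, a large membrane protein, and 1.89 ± 0.25 (adjusted p = 0.0222) for Chrna3 (log2, SE, n = 2 arrays per group). Towards the base they were −1.54 ± 0.23 (adjusted p = 0.0366) for Ifitm5, an osteoblast membrane protein, −1.29 ± 0.18 (adjusted p = 0.0245) for Prss35, −1.21 ± 0.19 (adjusted p = 0.0387) for Sfrp4 and −1.20 ± 0.20 (adjusted p = 0.0473) for Wif1, both secreted Wnt inhibitors, and −1.19 ± 0.17 (adjusted p = 0.0245) for Moxd1, a monooxygenase. The changes of Pkhd1l1 and Sfrp4 are lower bounds, since a P0 mean of each, in the apex and in the base, was under the log2 level of 6, and for Chrna3 every P0 mean was, so that no P0 difference of it is read and the size of its change stays open. Each of the 29 genes changed the same way in both dissection sets, though they were chosen on these arrays. Without a block 0 genes passed in limma, with 215 up and 118 down at an unadjusted p under 0.05, and with the block 3 genes passed without the P0 apex array of the first set, 13 without its P0 base array and 5 without its P8 base array.

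Some gene lists differed with age that the paper does not discuss as groups. All 12 measured bone and osteoblast genes were higher at P8, with a median of 1.49 (log2, first set 1.50, second set 1.41), and 8 rose past the test over all tested genes and 8 adjusted over the list alone, among them Smpd3, a sphingomyelinase of mineralizing bone, by 2.31 ± 0.11 and Alpl, the alkaline phosphatase of mineralization, by 1.98 ± 0.19 (SE, n = 6 arrays per age, adjusted p = 7.03e-06 and 1.69e-04). Of 16 Schwann cell and myelin genes 13 were higher at P8 (median 0.62, first set 0.94, second set 0.36), and 5 rose past the test and 6 adjusted over the list alone, among them S100b by 2.23 ± 0.16 and the myelin protein gene Mal by 1.61 ± 0.12 (adjusted p = 3.77e-05 and 4.35e-05). The 27 spiral ganglion neuron genes went the other way (median −0.77), with 10 past the test. Of 12 genes of the imprinted growth network, which restrains or drives growth before and after birth, 11 were lower at P8 (median −0.76, first set −0.90, second set −0.69), and 4 fell past the test and 4 adjusted over the list alone, with Mest at −1.66 ± 0.08 and Peg3 at −1.04 ± 0.11 (adjusted p = 6.52e-06 and 3.58e-04), Peg3 being under the 2-fold threshold without the P8 base array of the first set or the P0 base array of the second set. All 21 genes of macrophages and other leukocytes were higher at P8 (median 0.48, first set 0.59, second set 0.43), 1 past the test and 1 adjusted over the list alone, with 0.85 ± 0.13 for Csf1r, the receptor of colony stimulating factor 1 (adjusted p = 0.00251, under the 2-fold threshold). All 13 genes of interferon response and antigen presentation were higher too (median 0.46, first set 0.52, second set 0.40), 4 past the test and 4 adjusted over the list alone, such as Gbp3 at 1.68 ± 0.27, Cxcl16 at 1.35 ± 0.10 and Ifih1 at 1.09 ± 0.10 (adjusted p = 0.00281, 4.87e-05 and 1.56e-04), and the median was 0.30 without P8 middle of the first set. From limma's camera the adjusted p was 8.76e-10 for bone, 2.07e-04 for Schwann cells, 9.15e-09 for neurons, 4.09e-06 for imprinted genes, 2.62e-06 for leukocytes and 1.37e-05 for interferon. With an estimated correlation the adjusted p was 0.0184, 0.155, 0.0569, 0.0321, 0.0321 and 0.0222 in that order, and with an estimated correlation and the replicate block it was 0.0918, 0.255, 0.128, 0.113, 0.113 and 0.0918. Between apex and base at P0, the cell cycle and mitosis list had a median of 0.32 (first set 0.41, second set 0.24), higher in the apex in 30 of 30 genes, with adjusted p = 1.08e-08 from camera and adjusted p = 0.0998 with an estimated correlation, and the median was 0.19 without P0 apex of the first set. Table S1 or Table S2 of the paper, drawn from these arrays, holds 4 of the bone genes, 3 of the Schwann cell, 9 of the neuron, 4 of the imprinted, 1 of the leukocyte, 3 of the interferon and 12 of the cell cycle genes.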

How the results depend on the processing

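The fits that leave out 1 array together with the replicate block, and the 1-sided t-test, were chosen after the data were seen. The main values are 1 gene different between apex and base at P0, 32 at P8, 522 between P8 and P0, 623 in the base, 738 in the apex, 0 with a changed apex-base difference, 372 genes in Groups A to I, 139 past the test summed over the sets of Table 4 (a gene counts once in each set that names it), 99.8% without a call at either age and 95.6% with a fold under 1.5. The replicate block gave 110, 257, 1714 in the base, 1957 in the apex, 29 changed differences, 681 genes in the groups and 98.0% without a call. The pool of each age as the block gave 231 at P0, 458 at P8, 1846 in the base, 2179 in the apex, 151 changed differences, 981 genes in the groups and 96.3% without a call. Each pool holds 1 age, so that the counts in the base and in the apex compare different pools. The methods' t-test gave 71, 155, 347 between P8 and P0 and 98.7% without a call, and with Benjamini-Hochberg adjustment it gave 0 in each count of genes, in Groups A to I and in the sets of Table 4, with 100% without a call. From limma at an unadjusted p came 188, 318, 1439 in the base, 1637 in the apex, 333 changed differences, 812 genes in the groups, 217 in the sets and 97.2% without a call. Fitting only the arrays of the groups compared left 0 at P0, 0 at P8, 33 in the base and 85 in the apex, and 100% without a call. All entries, named or not, gave 0, 5, 357 in the base, 99.98% without a call, 94.1% under the fold and 100% of P8 genes with the middle between. The share under the fold was 96.3% with no filter and 94.9% with a group mean above 7. Quantile normalization and median centring each gave 1 changed difference, an intensity trend with robust variance gave 0 genes at P0, and no fold threshold gave 3049 between P8 and P0 and 2717 in the groups. By fold alone, without a test, the first dissection set had 1025, 1129, 2538 and 4173 genes at P0, at P8, in the base and in the apex, and the second 367, 507, 1752 and 1846. The 1-sided t-test gave 128, 241, 1085 and 1205 in the same order. With an estimated correlation, 0, 5 and 8 lists passed at P0, at P8 and between the ages, against 15, 22 and 22. The cause of these changes was not tested.

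With each array left out in turn, where the lone array of a group is assumed to vary like the other groups, the counts ran over 0 at P0, 1 to 17 at P8, 501 to 554 between the ages, 152 to 545 in the base, 245 to 652 in the apex, 0 changed differences, 317 to 388 in the groups and 113 to 134 in the sets. The shares ran over 99.9% to 99.99% without a call, 88.6% to 95.6% under the fold and 100% with the middle between at P8, the list tests passed over 11 to 18, 13 to 22 and 19 to 24 lists, and r with the qRT-PCR folds over 0.922 to 0.970, 0.885 to 0.929 and 0.957 to 0.974. With the replicate block and without the P0 apex array of the first set there were 16 genes at P0, 270 at P8, 1718 in the base, 1469 in the apex, 3 changed differences and 570 in the groups, with 98.3% and 95.2% for the 2 shares. Without the P0 base array there were 14, 236, 1232, 1909 and 13, with 98.5% and 95.2%, and 25 lists at P0. Without the P8 base array there were 39, 72, 1147, 1882 and 5, with 99.4% without a call. The list medians whose sign turned, with their range over the fits without 1 array, were skeletal muscle at P0 (−0.0830 to 0.545, turned without the P0 apex array of the first set and at −0.0184 with the replicate block too), and at P8 collagens (−0.657 to 0.0269, without the P8 base array of the first set), laminins and nidogens (−0.270 to 0.0272, without that array or the P8 apex array of the second set), and strial marginal cells and spiral ganglion neurons (−0.298 to 0.0184 and −0.00904 to 0.288, without the P8 base array of the second set). The cause of these turns was not tested.

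Among values for named genes, the direction and the side of the threshold were kept by 329 with no filter, 322 with a mean over 12 arrays above 6, 316 with a group mean above 7, 330 with the mean of a gene's entries, 323 with quantile normalization, 325 with median centring and 325 with a trend and robust variance. The replicate block kept 245 and brought 85 more past the threshold. The pool of each age as the block kept 122 and brought 97 past it, and limma at an unadjusted p kept 236 and brought 94. The methods' t-test kept 264, brought 46 past it and took 7 below. With Benjamini-Hochberg adjustment that t-test kept 225 and took 92 below. Fitting only the arrays of the groups compared kept 309 and took 21 below. Each dissection set alone, without a test, kept 270 and did not keep 47. Leaving out single arrays took 11 to 23 below. Of the list calls, 55 were kept and 4 lost with the replicate block, 55 kept and 4 lost with quantile normalization, and 13 kept and 46 lost with the estimated correlation. Signal over background limits what can be seen of genes near the log2 level of 6, and the number of arrays limits the precision.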

Differences from the paper's values

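The 1-sided t-test and the fits that leave out 1 array together with the replicate block were chosen after the values were seen. For genes higher in the apex at P0, the paper's Table S1 holds 78 and 1 passed here, and for genes higher in the base at P0 the paper's 53 stand beside 0. At P8 the paper's table holds 167 genes higher in the apex and 86 higher in the base, and 29 and 3 passed here. The thresholds differ, since the paper takes a fold above 1.5 with an unadjusted p under 0.05 from an unpaired t-test, and the counts here take a fold of at least 1.5 with an adjusted p under 0.05 from limma. At an unadjusted p limma gave 97, 91, 198 and 120 in the same order. The paper gives single counts, and here a count is called within the paper's range where it lies within 1.5 times of the paper's. Of the alternatives set before the data were examined, the replicate block came within the paper's range for all of these, with 66, 44, 185 and 72. Limma at an unadjusted p did so for the apex at P0 and for the apex and the base at P8, the methods' t-test for the apex at P8 (114) but not for the others (42, 29 and 41), and the second dissection set alone for the apex at P0 (102). Every other such alternative, among them the pool of each age as the block (119, 112, 252 and 206), stayed more than 1.5 times away. The 1-sided t-test, chosen after the values were seen, gave 72, 56, 162 and 79. It drops 10 of 352 matched entries of Table S1 (5, 1, 2 and 2). The 2-sided t-test keeps 209 of the 340 entries whose fold here lies within 1% of the paper's. All 340 have a p under 0.1 in the 2-sided t-test, the largest being 0.0985. The paper does not state whether its t-test was 1-sided or 2-sided. The replicate block without the P0 apex, P0 base or P8 base array of the first set was also fitted after seeing the values. Each of these fits leaves 1 array in a group, so that their counts are not set beside the paper's. Each drops most matched entries of Table S1 at P0, and that without the P8 base array also drops most of those at P8. A further 32 of the table's 384 entries were not analysed here.

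For Groups B, C, D and E the paper gives 125, 84, 46 and 27 genes, and 17, 2, 0 and 1 were found here with limma's adjusted p, at a threshold that differs from the paper's as above. The alternatives set before the data were examined that come within the paper's range for all 4 are the replicate block, with 136, 62, 38 and 26, and limma at an unadjusted p, with 150, 106, 57 and 39. The pool of each age as the block gave 194, 180, 67 and 51, within the range for Group D alone. No further alternative of those set before the data were examined came within it for these groups. Without the P0 apex, P0 base or P8 base array of the first set, the replicate block was fitted after seeing the values. Each of these fits leaves 1 array in a group, so that their counts are not set beside the paper's. Groups C, D, E, G and I were smaller in each of them than with all arrays, and Group B was much smaller without the P8 base array. For Groups G, H and I the paper gives 42, 1 and 5 genes and none was found here, with 74, 3 and 11 at an unadjusted p in limma. The replicate block gave 35 for Group G and 5 for Group I, within the paper's range, and 2 for Group H, where the methods' t-test gave the paper's 1. The pool of each age as the block gave 83, 4 and 24, and every other such alternative also stayed outside the range for Groups G, H and I.

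The paper names genes as higher in the apex or in the base that did not pass the test here. At P0 these are Tectb, Isl1, Pcdh15, Atoh1, Trpa1, Gjb6, Cldn11, Hoxa2, A2m and Atp6v0a4, each past the test with the replicate block, with the pool of each age as the block and with limma at an unadjusted p, Otoa and Ush1c (−0.62 ± 0.16 and 0.60 ± 0.15, log2, SE, 2 arrays per group), past it with the pool as the block, with the methods' t-test and with limma at an unadjusted p, P2rx3 (0.82 ± 0.29), past it with limma at an unadjusted p alone, and Otog (0.58 ± 0.12), which is under the fold of 1.5. At P8 these are Tnc, Fgf10, Smpx, Tectb, Ptprq, Fzd4, Gata2, Chrna10, Otof, Crym, Tnmd, Nid2 and A2m, each past the test with the replicate block, with the pool of each age as the block and with limma at an unadjusted p, and Otos (−0.94 ± 0.38) and Kcnma1 (−0.61 ± 0.21), past it with the pool of each age as the block and with limma at an unadjusted p. The methods' t-test also calls Isl1, Atoh1, Gjb6, Hoxa2 and A2m at P0 and Tnc, Tectb, Ptprq, Fzd4, Chrna10, Otof and Tnmd at P8. Chosen after the values were seen, the replicate block without the P0 apex array of the first set no longer calls Tectb, Isl1, Atoh1, Trpa1, Gjb6, Hoxa2 and A2m at P0 and also calls Otos at P8, without the P0 base array of that set it no longer calls Tectb, Isl1, Atoh1, Trpa1, Gjb6, Cldn11 and Hoxa2 at P0, and without its P8 base array it no longer calls Atoh1, Trpa1 and Gjb6 at P0 and Smpx, Ptprq, Fzd4, Gata2, Chrna10, Otof, Crym, Tnmd, Nid2 and A2m at P8. Tnmd also passes without the P0 apex array of either set. The 1-sided t-test, chosen after the values were seen, calls each of these genes except Otog. All of these genes have the paper's direction here, and of 352 matched entries of Table S1 351 do. With the replicate block 242 of these entries pass and with the pool as the block 337. The legend of Fig. 4 has Nov (Ccn3) decreasing towards the apex at P8, while the paper's text has it increasing, and here it was 1.82 ± 0.21 higher in the apex. For the genes above that did not pass and that its Table 3 holds, the paper's qRT-PCR folds have the named direction. That RNA includes the RNA of the arrays. The paper also reports in situ hybridization in the named direction at P8 for Tnc, Tectb, Chrna10, Ptprq and A2m.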

Other observations

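Apart from the fits without single arrays on the replicate block, the tests in this part were set before the data were examined. Of 26 Wnt signalling genes 21 were higher in the apex at P8, with a median of 0.23 (log2, first set 0.31, second set 0.19), of which 1 passed the test over all tested genes, 7 higher and 1 lower with the replicate block and 5 adjusted over the list alone. Beside Sfrp2, they included the ligand gene Wnt7a at 0.85 ± 0.22 and the receptor genes Fzd7 at 0.69 ± 0.16 and Fzd4 at 0.63 ± 0.18 (SE, n = 2 arrays per group, adjusted p = 0.00644, 0.0377 and 0.0273 with the replicate block, and 0.378, 0.290 and 0.520 without). The list lay above other genes at P8 (adjusted p = 5.35e-06 from limma's camera, 0.0223 with an estimated correlation, 0.128 with an estimated correlation and the replicate block). At P0 its median was 0.18 (adjusted p = 0.0109 from camera), with none past the test over all tested genes or adjusted over the list alone, a call lost at adjusted p = 0.103 with an estimated correlation and without the P0 apex array of the first set or the P0 base array of the second set (adjusted p up to 0.342), the median being 0.09 and 0.30 without P0 apex of the first set and P0 apex of the second set respectively, and with age it was 0.11 (adjusted p = 0.637), with 3 up and 1 down by both adjustments. Of 13 thyroid hormone handling genes 5 rose past the test with age and 1 fell, with the same numbers adjusted over the list alone (median 0.94, first set 0.95, second set 0.85, adjusted p = 8.18e-04 from camera, a call lost at adjusted p = 0.0685 with an estimated correlation). The largest were Dio2, Slco1c1 and Slco1a4, while Crym, which binds the hormone, fell by 2.01 ± 0.15 (SE, n = 6 arrays per age, adjusted p = 5.39e-05). At P8 this list lay lower in the apex (median −0.17, first set −0.27, second set −0.22, adjusted p = 0.00167 from camera, adjusted p = 0.101 with an estimated correlation), with none past the test over all tested genes, 2 lower with the replicate block and 3 lower adjusted over the list alone, its median was −0.29 and −0.09 without P8 base and P8 apex of the first set respectively, and at P0 it did not pass (median −0.07, adjusted p = 0.0896).

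Schwann cell and myelin genes had a median of 0.25 between apex and base at P8 (first set 0.12, second set 0.31, adjusted p = 0.0103 from camera) and of −0.08 at P0 (adjusted p = 0.0401), with none past the test over all tested genes and, adjusted over the list alone, 0 at P8 and 1 lower at P0. Neither call was kept with an estimated correlation (adjusted p = 0.306 and 0.361), the call at P8 was lost without the P8 apex array of the first set or the P8 base array of the second set (adjusted p up to 0.776), and the call at P0 was lost without the P0 base array of the first set or the P0 base or P0 apex array of the second set (adjusted p up to 0.252). The median at P8 was 0.03 without P8 base of the second set, and that at P0 was −0.12 and −0.15 without P0 base of the first set and P0 apex of the second set respectively. At P8 the lists of macrophages and other leukocytes, endothelium and pericytes, and red blood cells lay lower in the apex, with medians of −0.24, −0.20 and −0.26 (adjusted p = 9.89e-04, 3.49e-04 and 0.0461 from camera, 0.0565 with the replicate block for red blood cells), none of their genes past the test over all tested genes or adjusted over the list alone. With an estimated correlation their adjusted p = 0.107, 0.185 and 0.229, the first 2 calls were lost without the P8 apex array of the second set (adjusted p = 0.0651 and 0.367), and the red blood cell call was kept in 5 of the 12 fits without 1 array. The endothelial median was −0.07, −0.34 and −0.02 without P8 base and P8 apex of the first set and P8 apex of the second set, in that order, and the red blood cell median −0.41 and −0.11 without P8 base of the first set and P8 base of the second set respectively. At P0 the medians of these lists were 0.00, 0.01 and −0.10 (adjusted p = 0.673, 0.931 and 0.117).

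Hair bundle and Usher genes lay lower at P8 than at P0 (median −0.18, adjusted p = 0.0164 from camera, adjusted p = 0.285 with an estimated correlation), with none past the test over all tested genes or adjusted over the list alone, and so did the Notch pathway (median −0.15, adjusted p = 0.0481, 0.101 with the replicate block, adjusted p = 0.155 with an estimated correlation), also with none past either adjustment and with its call kept in 4 of the 12 fits without 1 array and its median −0.09 and −0.07 without P8 middle and P8 apex of the first set respectively. The hair cell list had 3 genes up and 1 down with age (median 0.02, adjusted p = 0.281), the supporting cell list 1 up and 2 down (median −0.19, not past camera), cartilage 2 up and 1 down (median 0.23, adjusted p = 0.112, 0.0174 with the replicate block, a call lost at adjusted p = 0.453 with an estimated correlation and that block), tendon 2 up and 1 down (median 0.01, adjusted p = 0.607), and nicotinic receptor subunits 2 up and 0 down (median 0.02, adjusted p = 0.859), each the same adjusted over the list alone. Skeletal muscle had medians of 0.05 between apex and base at P8 and −0.16 with age (adjusted p = 0.0518 and 0.260), with 1 gene higher at P8 by both adjustments and none with age, and the Notch pathway at P8 had 0.11 (adjusted p = 0.210), with 1 higher by both. For apex over base at P0, at P8 and for P8 over P0, the medians of the anterior Hox genes were −0.12, 0.02 and 0.00 (adjusted p = 0.0610, 0.419 and 0.852), with 1 lower at P8 past the test and 1 at P0 and 1 at P8 adjusted over the list alone. Sonic hedgehog signalling had −0.07, −0.18 and −0.04 (adjusted p = 0.169, 0.0518 and 0.927), with none past either adjustment. Retinoic acid metabolism had 0.19, 0.04 and −0.19 (adjusted p = 0.105, 0.440 and 0.794), with 2 up and 2 down with age by both adjustments and 1 higher and 1 lower at P8 adjusted over the list alone. Vestibular and otoconial genes had −0.12, 0.11 and 0.04 (adjusted p = 0.117, 0.970 and 0.755), with 1 up and 1 down with age past the test and 1 lower at P8 adjusted over the list alone, and the 4 sex-linked genes had 0.15, 0.00 and −0.04 (adjusted p = 0.509, 0.970 and 0.766), with none past either. The imprinted growth network had medians of 0.07 at P0 and −0.28 at P8 between apex and base (adjusted p = 0.633 and 0.419), with 1 higher at P8 adjusted over the list alone, the interferon list −0.05 and −0.07 (adjusted p = 0.474 and 0.166), the histones 0.11 and −0.25 (adjusted p = 0.510 and 0.108), and with age oxidative phosphorylation and housekeeping genes had 0.14 and 0.01 (adjusted p = 0.281 and 0.974), none of these past the test over all tested genes. Over the 42 lists, 15 passed camera at P0, 22 at P8 and 22 with age, and with an estimated correlation and the replicate block 0, 6 and 0.

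Between P8 and P0, a fit with region and age alone counted 540 genes past the test, and of 100 splits of the 12 arrays into 6 and 6 drawn from 462, the real one included, 1 gave as many, with 188 for the highest other and 0 for the highest other of the 32 that part all 6 pairs of the same region and set. The 3 arrays of a pool are not independent, however, and the 4 pools allow 3 splits, too few for a share under 0.05, of which the split by dissection set gave 401 genes, which points to a structure of the samples by set, and with the dissection set as the block 560 genes passed. Blood in the pieces cannot be told apart from age as a source of part of the difference, since the red blood cell list had a median of 0.28 (first set 0.18, second set 0.38), between the bounds of 0.2 and 0.5 set before, and 4 measured genes are too few to decide. These had mean log2 signals in the base at P8 of 8.23 for Alas2 and 7.82 for Car1, 0 of them stand in another list and 3 exceeded the log2 level of 6 in all groups. All 522 genes past the test between P8 and P0 without a block changed the same way in both dissection sets, though they were chosen on these arrays. Across all tested genes, which are not independent replicates, the P8-P0 differences of the sets correlated with r = 0.761. These values argue against a dissection difference in 1 set alone as the source of these changes. Age itself, the biological difference that the design names, stays open and was not separated from a dissection difference shared by both sets.

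For the genes higher in the base at P8, more bone and cartilage in the basal pieces cannot be told apart from a difference between regions, although the otic capsule was removed before the tissue was divided. The bone list had a median of −0.75 (first set −0.52, second set −0.96) and the cartilage list one of −0.34 (first set −0.35, second set −0.18), beyond the bound of −0.3 set before over both sets, but the cartilage median was −0.06, −0.20 and −0.15 without P8 base and P8 apex of the first set and P8 apex of the second set, in that order, the list did not pass without the first or the last of these (adjusted p up to 0.185), and Spp1, which had to be lower in the apex as well, was not analysed here. Col1a2 and Col1a1, abundant in bone, had mean log2 signals of 12.22 and 10.24 in the base and stood at −0.39 ± 0.77 and −0.49 ± 0.95 (SE, n = 2 arrays per group, neither past the test), and 11 of 12 bone genes were lower in the apex in both sets. 3 of the bone and 5 of 18 cartilage genes stand in another list too, and of 72 genes lower in the apex with the replicate block, 6 are in the bone, cartilage or tendon lists, which leaves open how many of the others come from the same tissue. A gradient of matrix and bone genes within the cochlear tissue, the regional difference that the design names, stays open and was not tested.

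For the genes higher in the apex at P8, a larger share of sensory epithelium in the apical pieces cannot be told apart from a difference between regions within the same cells. The supporting cell list had a median of 0.25 (first set 0.21, second set 0.32), between the bounds of 0.1 and 0.3 set before, but it was 0.14, 0.47, 0.38 and 0.15 without P8 base and P8 apex of the first set and P8 base and P8 apex of the second set, in that order, past the upper bound without either of the middle 2 of these arrays. The hair cell and hair bundle lists had 0.40 (first set 0.32, second set 0.45) and 0.41 (first set 0.46, second set 0.34), and of 185 genes higher in the apex with the replicate block, 21 are in these 2 lists, the supporting cell list or that of the tectorial membrane. 5 of 25 hair cell and 13 of 28 supporting cell genes stand in another list, and Table S1 or S2 holds 7 and 7 of them. A later maturation of the apex, as the region and age of the design allow, stays open and was not tested.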
